# Pioneer activity distinguishes activating from non‐activating SOX2 binding sites

**DOI:** 10.15252/embj.2022113150

**Published:** 2023-09-11

**Authors:** Michela Maresca, Teun van den Brand, Hangpeng Li, Hans Teunissen, James Davies, Elzo de Wit

**Keywords:** acute protein depletion, chromatin accessibility, gene regulation, pioneer activity, transcription factors, Chromatin, Transcription & Genomics, Genetics, Gene Therapy & Genetic Disease

## Abstract

Genome‐wide transcriptional activity involves the binding of many transcription factors (TFs) to thousands of sites in the genome. Pioneer TFs are a class of TFs that maintain open chromatin and allow non‐pioneer TFs access to their target sites. Determining which TF binding sites directly drive transcription remains a challenge. Here, we use acute protein depletion of the pioneer TF SOX2 to establish its functionality in maintaining chromatin accessibility. We show that thousands of accessible sites are lost within an hour of protein depletion, indicating rapid turnover of these sites in the absence of the pioneer factor. To understand the relationship with transcription, we performed nascent transcription analysis and found that open chromatin sites that are maintained by SOX2 are highly predictive of gene expression, in contrast to all other SOX2 binding sites. We use CRISPR‐Cas9 genome editing in the Klf2 locus to functionally validate a predicted regulatory element. We conclude that the regulatory activity of SOX2 is exerted mainly at sites where it maintains accessibility and that other binding sites are largely dispensable for gene regulation.

## Introduction

In a given cell, gene expression is regulated by the concerted activity of hundreds of transcription factors (TFs) (Holmberg & Perlmann, 2012). Sequence‐specific TFs enhance transcription by directly binding to DNA and promoting the recruitment of the transcriptional machinery (Grunstein, 1997; Ptashne & Gann, 1997; Allen & Taatjes, 2015; Isbel *et al*, 2022). Mammalian genomes encode over a thousand different TFs (Vaquerizas *et al*, 2009) and cell type specific TFs to a large degree determine cellular states. Therefore, delineating cell type specific activity of TFs is crucial to understanding organismal development and homeostasis. Discriminating functional TF binding sites, i.e., those that activate transcription, from non‐functional sites that do not activate transcription, is a key challenge of the post‐genomic era.

Classically, TF binding specificity has been characterized with different complementary methods. Proteins DNA interactions can be measured *in vitro* with methods such as SELEX, EMSA, or protein binding microarrays (Hellman & Fried, 2007; Stormo & Zhao, 2010). Alternatively, one can determine the binding sites of DNA binding factors in cellular context using chromatin immunoprecipitation (ChIP), which, when coupled to genome‐wide read‐outs (Hebbes *et al*, 1988; Solomon *et al*, 1988; Blat & Kleckner, 1999; Ren *et al*, 2000; Johnson *et al*, 2007; Robertson *et al*, 2007), enables their genome‐wide identification. These methods result in the identification of tens of thousands of binding sites for a typical TF. For most sequence specific TFs, bound sites is substantially outnumbered by DNA sequences in the genome that correspond to the *in vitro* defined binding motif, indicating that these factors are not recruited to all motifs with equal efficiency. Furthermore, the same sequence‐specific TF can have different binding profiles depending on the cell type (Lodato *et al*, 2013). The number of regulatory elements that control gene expression (i.e., functional elements) is again smaller than the number of bound sites (Todd *et al*, 2019).

One of the reasons why not all motifs for a given TF are bound is that the DNA is not accessible for binding by the factor in question. To make DNA elements accessible, a special class of TFs called pioneer factors is required (Zaret & Carroll, 2011; Zaret & Mango, 2016). Pioneer factors can bind to DNA wrapped around the histone octamer. Upon binding, these factors can either unwrap nucleosome on their own (Cirillo *et al*, 2002) or recruit chromatin remodeling complexes (Swinstead *et al*, 2016) resulting in the formation of nucleosome free, accessible DNA. These genomic regions can then be bound by non‐pioneer TFs to activate gene expression. During differentiation, the transition from one cell type to another is driven by the formation of cell type specific accessible regions, which, in turn, activate cell type specific genes. As such, activity of pioneer factors often represents the first step in cell fate commitment (Zaret & Mango, 2016). Reprogramming of somatic cells to induced pluripotent stem cells is also preceded by the induction of pluripotency associated accessible DNA elements (Li *et al*, 2017, 2021). It is therefore not surprising that three out of four of the original Yamanaka reprogramming factors are pioneer transcription factors (i.e., OCT4, SOX2 and KLF4) (Takahashi & Yamanaka, 2006; Iwafuchi‐Doi & Zaret, 2014; Jerabek *et al*, 2014; Soufi *et al*, 2015; Roberts *et al*, 2021). In addition, knock‐out of OCT4 leads to a loss of accessible sites (King & Klose, 2017), further emphasizing its role as pioneer factor.

Chromatin accessibility, which can be measured with ATACseq (Buenrostro *et al*, 2013) or DNAse I hypersensitivity mapping (Boyle *et al*, 2008), clearly correlates with gene expression changes at selected loci (see e.g., Isoda *et al*, 2017; Pijuan‐Sala *et al*, 2020). However, identifying the exact sites that drive the expression changes genome‐wide remains difficult. For instance, experiments that aimed to link accessibility changes to changes in mRNA levels in a breast cancer cell line following treatment with retinoic acid or TGF‐β for 72 h found only a meager correlation (preprint: Kiani *et al*, 2022). Loss‐of‐function studies for TFs suffer from a related complication. During conditional knock‐out or knock‐down experiments, the protein level is passively decreased through cell division or the rate of degradation, which means it can take many hours before the protein is completely depleted. Because loss of pluripotency TFs can induce differentiation before the TF is completely depleted it can be difficult to separate direct from indirect effects. In recent years, acute protein depletion methods have been developed which can ablate proteins directly (Verma *et al*, 2020). These methods typically work by using a small molecule to target the protein of interest to an E3 ligase complex resulting in ubiquitination followed by proteasomal degradation. This results in rapid, synchronous, and near complete loss of a protein.

In this work, we used acute depletion of SOX2 to characterize the dynamics of accessible regions created by pioneer factors and the relationship to gene expression. Acute loss of SOX2 in mouse embryonic stem cells (mESCs) reveals the loss of thousands of accessible regions in less than 2 h. When we link these accessibility changes following SOX2 depletion to changes in nascent transcription, we find that differentially accessible regions are strongly predictive for changes in gene expression. Importantly, binding sites of SOX2 that are not associated with changes in accessibility have limited predictive power for changes in gene expression. Our experiments establish the importance of chromatin accessibility created and continuously maintained by pioneer transcription factors in the regulation of gene expression.

## Results

### Continuous pioneering activity of transcription factors is necessary for maintenance of accessible chromatin

To determine the direct consequences of TF loss at high temporal resolution, we employed the degradation tag (dTAG) system to induce rapid and acute protein depletion (Nabet *et al*, 2018). We previously performed C‐terminal tagging of the *Sox2* and *Nanog* genes with the *FKBP* ^*F36V*^ sequence using CRISPR/Cas9 genome editing in mouse embryonic stem cells (mESC) (Liu *et al*, 2020). The heterobifunctional molecule dTAG‐13 binds to the FKBP^F36V^ domain and targets the fusion protein for proteasomal degradation (Fig 1A). Immunoblotting shows that treatment with dTAG efficiently degrades tagged SOX2 protein within 1 h (Fig 1B). To determine whether dTAG treatment is uniquely selective for SOX2, we performed quantitative mass spectrometry‐based proteomics after 30 min of protein depletion (Fig 1C). After 30 min of dTAG treatment, the only protein that showed significant changes was SOX2. These results show that acute protein depletion of SOX2 is fast and highly specific.

**Figure 1:**
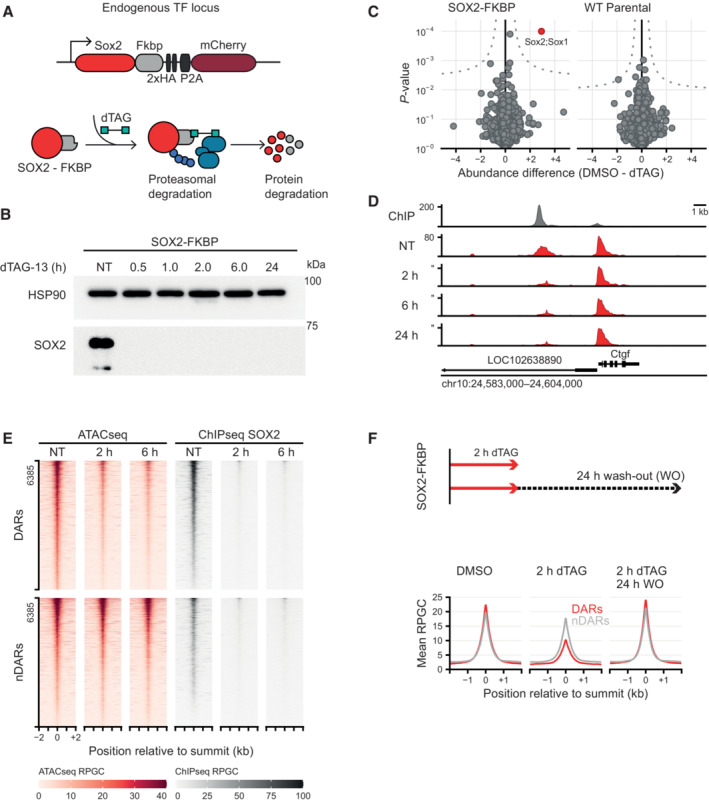
Rapid depletion of SOX2 and OCT4 affects the accessibility landscape of thousands of sites Schematic representation of the dTAG system, wherein an FKBP‐tagged protein can be proteasomally degraded upon addition of the dTAG‐13 small molecule.Western blot showing protein abundance of SOX2 upon addition of dTAG‐13 for the indicated times in SOX2‐FKBP cell lines. HSP90 was used as loading control (NT, Not Treated).Quantitative mass spectrometry results showing the differential protein abundance upon 30 min of dTAG treatment versus DMSO treated SOX2‐FKBP cells and parental (untagged) cells.Genomic tracks showing SOX2 binding by ChIPseq (gray) and accessibility by ATACseq (red) around the *Ctgf* gene for SOX2‐FKBP cell line after indicated times of depletion by dTAG treatment. *Y*‐axes show reads per genomic content (RPGC).Heatmap showing accessibility and SOX2 ChIPseq before and after dTAG treatment in SOX2‐FKBP cell line at SOX2 peaks that are differentially accessible regions (DAR) or where no differentially accessible region is detected (nDAR) partially matched for SOX2 binding.Top: Experimental procedure for SOX2 ATACseq after wash‐off of dTAG. Bottom: Average profile of ATACseq in SOX2 degradation system and restoration of SOX2 after 2 and 24 h of dTAG wash‐off at the same DARs/nDARs as in (E). Source data are available online for this figure.

To determine the direct effects on accessibility following SOX2 loss we performed ATACseq (Buenrostro *et al*, 2013). 

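In ATACseq, sequenced fragments mark the places where the Tn5 transposase could insert into open DNA, so the number of fragments in a peak measures its accessibility. The authors aligned the paired-end reads to mm10 with bwa mem, kept alignments with a mapping quality of at least 10, removed duplicates, called peaks with MACS2 on the merged libraries and counted the fragments that overlap each peak. The deposited table holds these counts without normalization for 184964 peaks and 31 libraries of mouse embryonic stem cells in which SOX2, OCT4 or NANOG is fused to an FKBP tag that dTAG-13 directs to degradation. Peaks have a median width of 636 bp. The counts are of whole fragments, and the paper's text names no shift of the fragment ends. Each line was tested with edgeR's quasi-likelihood test on counts normalized by TMM, with Benjamini-Hochberg adjustment over all peaks tested and an adjusted p threshold of 0.05. A peak with a lower level than in untreated cells (NT) is called lost and one with a higher level is called gained. The standard error of an edgeR log2 fold change is approximated as its size divided by the square root of the F statistic.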

In ATACseq the bacterial transposase Tn5 tagments DNA that is accessible enabling the detection of open chromatin regions (OCRs). 

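The SOX2-FKBP time course has 12 libraries, 2 for each of NT and 0.5, 1, 2, 6 and 24 h of 500 nM dTAG-13. For SOX2 the paper's methods describe duplicates and also an independent clone. Neither the methods nor the sample labels say whether a replicate used here comes from that clone. Total counts in peaks lie between 5664738 and 10887645 per library, with a median of 9560524. The NT libraries hold 10531404 and 6479369 counts and the 2 h libraries 9434043 and 10140571. Between 1.42% and 3.38% of the counts of a library fall on the mitochondrial genome. The 12 libraries were fitted together, so that all times share one estimate of the spread, and each time was compared with the same NT libraries. With 2 libraries per time, leaving one out leaves an arm with 1 library, for which no call is given. TMM assumes that most peaks do not change. The median log2 fold change of all peaks tested stayed between -0.01 at 0.5 h and 0.04 at 24 h.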

We performed an ATACseq time course experiment at 30 min, 1, 2, 6, and 24 h following SOX2 depletion. The genomic region surrounding the *Ctgf* locus is exemplary for the consequences of acute SOX2 loss on the chromatin accessibility landscape (Fig 1D). An OCR ~4.5 kb upstream from the *Ctgf* TSS starts losing accessibility already after 2 h of SOX2 depletion. 

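The OCR lies on chromosome 10 of mm10 from 24590291 to 24591654, in intergenic sequence, with its summit 4127 bp upstream of the annotated start of Ccn2, the current name of Ctgf. Its normalized counts were 215 ± 29.2 (SD, n = 2) in NT cells and 105 ± 12.6 (SD, n = 2) at 0.5 h, a log2 fold change of -1.06 (standard error 0.18, adjusted p = 0.000266 from edgeR's quasi-likelihood test). At 2 h the level was 66.4 ± 6.06 (SD, n = 2), a log2 fold change of -1.70 (standard error 0.19, adjusted p = 1.5e-08 from the same test), and 31.0% of the NT level was left. At 24 h 23.6% was left. Both replicates were below both NT libraries at each of the 5 times. Of the 3 peaks in the region drawn around Ctgf, this is the 1 peak lost at 2 h. Across the other settings the 2 h log2 fold change ranged from -1.83 to -1.55.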

To catalog the genome‐wide changes upon SOX2 depletion, we perform peak calling using MACS2, which detected 169,050 peaks on the combined time series. After filtering, we called differentially accessible regions (DARs) on 157,839 peaks using DESeq2 (see Materials and Methods for details). 

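The deposited peak set is that of all degron lines together. Requiring more than 10 counts in more than 2 of the 12 SOX2-FKBP libraries, as in the paper's methods, left 160432 peaks for the test. By position, 48.4% of these lie in introns and 39.7% between genes. Counted separately, and overlapping these classes, 11.6% lie within 500 bp of an annotated transcription start. The test was run first on counts simulated at the means and library sizes of these peaks, with 200 peaks changed by known amounts. There edgeR recovered 116 of the 200 changed peaks, and 9 of its 125 calls were unchanged peaks.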

SOX2 depletion results in loss of accessibility at thousands of regions already at 2 h post depletion (hpd) (*n* = 6,365) (Fig 1E), in line with its role as a pioneer factor. 

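At 2 h after SOX2 depletion, 11680 of the 160432 peaks tested were lost and 2339 were gained, so that 83.3% of the changed peaks were losses. Among the lost peaks, 8805 fell to a log2 fold change of -1 or lower. The median log2 fold change of the lost peaks was -1.35, with -1.40 in replicate 1 and -1.29 in replicate 2 (SD 0.0798, n = 2). In a simulation without any change, the same number of peaks with the lowest test statistics had a median of -0.57, which is what selection gives when no peak changes. The effect of selection on peaks that do change was not measured. The count moved most with DESeq2's Wald test, the tool of the paper's methods, which called 6728 peaks lost and 409 gained. With the replicate number as a block, edgeR called 5641 peaks gained. Scaling by total counts in place of TMM left 72.6% of the changed peaks as losses. The peaks with the largest losses, among those with a mean of at least 50 normalized counts in the higher of the NT and 2 h groups and changed the same way in both replicates, lie on chromosome 1 from 185726484 to 185727179 between genes, on chromosome X from 162504941 to 162505756 in an intron and on chromosome 6 from 82174460 to 82175516 between genes, with log2 fold changes of -4.24, -4.22 and -4.21 (standard errors 0.37, 0.42 and 0.36; adjusted p = 1.61e-10, 2.07e-09 and 1.31e-10 from edgeR's quasi-likelihood test). The largest gain among peaks selected the same way was between genes on chromosome 4 from 137068615 to 137069925, at a log2 fold change of 1.95 (standard error 0.30, adjusted p = 8.93e-06 from the same test). It was followed by intronic peaks on chromosome 17 from 45806722 to 45808086 and on chromosome 14 from 70015242 to 70015951, with 1.70 and 1.67 (adjusted p = 2.1e-07 and 0.000146). The paper relates this early loss to the role of SOX2 as a pioneer factor.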

SOX2 forms a heterodimer with OCT4, which is thought to form the initial binding event that facilitates nucleosome removal (Ambrosetti *et al*, 1997; Kumar Mistri *et al*, 2011; Michael *et al*, 2020). 

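The OCT4-FKBP line was sampled at NT and at 2, 6 and 24 h of dTAG-13, with 2 libraries each. Total counts range from 6378962 to 17575631 per library, with a median of 14058470, and the 24 h libraries are the shallowest at 7790459 and 6378962. These 8 libraries were tested in one model with the SOX2-FKBP libraries of the same times and those of a NANOG-FKBP line, 27 libraries in all, on the 166430 peaks with more than 10 counts in more than 6 of them. Untreated OCT4-FKBP cells had 7.80% of their counts on chromosome 8 and untreated SOX2-FKBP cells 5.33%, so levels are compared with NT within each line and not between lines.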

To test whether acute loss of OCT4 also results in the rapid loss of accessible sites we performed ATACseq in an OCT4 degron line (Boija *et al*, 2018). We found that accessible sites were lost with roughly similar dynamics (Fig EV1A and B). 

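In OCT4-FKBP cells 8480 peaks were lost at 2 h, 13260 at 6 h and 21078 at 24 h. In SOX2-FKBP cells in the same model, 8427, 11360 and 18076 peaks were lost at these times. After OCT4 depletion 3194 peaks were gained at 2 h, 6859 at 6 h and 18027 at 24 h, against 955, 1964 and 8100 after SOX2 depletion. The NANOG-FKBP libraries enter the same model, and without treated NANOG-FKBP replicate 3 the gains at 2 h of SOX2 depletion fell to 563. With the replicate number as a block these gains were 8607, 14649 and 25135 against 4183, 6199 and 17338. With only the groups compared in each fit the order of gains reversed, with 2460, 4838 and 11335 after OCT4 depletion against 4195, 6063 and 16581 after SOX2 depletion. Losses were then also fewer after OCT4 depletion, with 7520, 11411 and 18516 against 14682, 19090 and 25138 after SOX2 depletion. The lost counts moved most when only the 33328 peaks with at least 10 counts in every library were tested, to 2474 lost at 2 h in OCT4-FKBP cells and 2316 in SOX2-FKBP cells. Scaling by total counts changed the split at 24 h in OCT4-FKBP cells from 53.9% to 65.6% losses, and moved the median log2 fold change of all peaks from -0.01 to -0.14. With DESeq2's size factors in edgeR gains outnumbered losses there, with 48.0% losses and a median of 0.06. The Ctgf OCR fell from 276 ± 38.2 normalized counts (SD, n = 2) to 89.1 ± 7.75 (SD, n = 2) at 2 h of OCT4 depletion, a log2 fold change of -1.63 (standard error 0.23, adjusted p = 3.07e-06 from edgeR's quasi-likelihood test).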

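The NANOG-FKBP line has 2 NT libraries and, by the sample labels, 3 libraries at each of 2, 6 and 24 h of dTAG-13, while the paper's methods describe duplicates for this line. The paper does not say which libraries it used, and all 3 are used here. Total counts range from 1817191 to 12437876, with a median of 6035633. Replicate 2 of the treated libraries is the shallowest, and 17.56% of its counts at 2 h, 13.2% at 6 h and 16.99% at 24 h are mitochondrial, against 3.65% and 3.83% in the NT libraries. In the test of all lines together, 1561 peaks were lost and 27 gained at 2 h, 1797 lost and 61 gained at 6 h, and 3745 lost and 479 gained at 24 h. The losses at 2 h are 0.938% of the peaks tested. One replicate sets much of this number, since 464 peaks were lost at 2 h without treated replicate 1, 1300 without replicate 2 and 1005 without replicate 3. At 6 h, 724 were lost without replicate 1, and at 24 h, 2033 without replicate 3. Gains at 6 h fell to 38 without replicate 1 and 32 without replicate 2, and gains at 24 h to 291 without replicate 1 and 230 without replicate 3. The OCR upstream of Ctgf had 259 ± 15.2 normalized counts (SD, n = 2) in NT cells and 252 ± 31.9 (SD, n = 3) at 2 h of NANOG depletion, a log2 fold change of -0.07 (standard error 0.21, adjusted p = 1.0 from edgeR's quasi-likelihood test).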

When we deplete the non‐pioneer factor NANOG we see hardly any changes in accessible chromatin (Fig EV1A and B). The surprisingly fast loss of accessible chromatin sites in the absence of pioneer TFs suggests continuous pioneer activity is required for the maintenance of these OCRs.

**Figure EV1:**
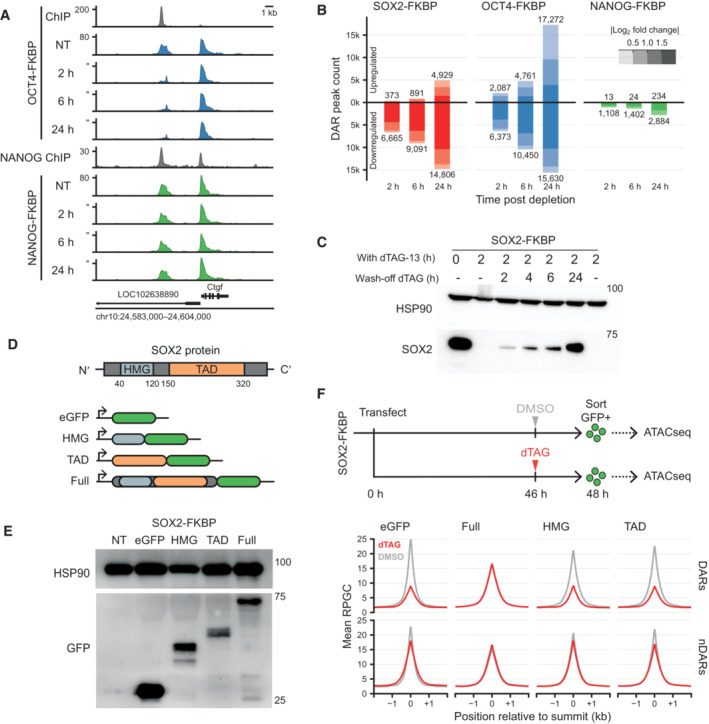
Loss of accessibility after pioneer factor loss Genomic tracks of accessibility changes by ATACseq in OCT4 and NANOG FKBP tagged lines measured in untreated condition (NT) and after OCT4 and NANOG depletion at the indicated timepoints. ChIPseq tracks for OCT4 in the OCT4‐FKBP line and NANOG from publicly available data are shown on top of ATACseq. *Y*‐axes refers to reads per genomic content (RPGC).Bar plot showing the number of differential accessible regions (DARs) after a time course of SOX2, OCT4 and NANOG depletion, in FKBP tagged lines.Western blot analysis of SOX2 expression level at 0 and 2 h of dTAG‐13 and during a time course of dTAG‐13 washoff. HSP90 was used as loading control.Schematic representation of SOX2 protein showing the DNA binding domain (HMG) and the trans‐activation domain (TAD). To generate versions of the protein for ectopic expression, the HMG, TAD or full length SOX2 was cloned in frame with the eGFP sequence in an episomal expression vector.Western blot using an antibody against eGFP shows the fusion proteins running at the expected size. HSP90 was used as a loading control.Top; Representation of the experimental procedure for ATACseq after ectopic expression of the truncated SOX2‐EGFP constructs. SOX2‐FKBP cells were transfected with the plasmids and seeded for DMSO or dTAG‐13 treatment. eGFP positive cells were sorted and ATACseq was performed on the eGFP expressing cells. Bottom; Line plot showing the average signal of ATACseq after overexpression of the plasmids after DMSO (gray) or dTAG13 treatment (red) for the endogenous SOX2‐FKBP degradation. The average ATACseq signal is plotted for the DARs and nDARs as identified in Fig 1F. Source data are available online for this figure.

To determine whether the loss of accessibility is reversible, we made use of a feature of degrons that enables the reconstitution of the depleted protein. By washing out the dTAG molecule, SOX2 is no longer degraded. We measured SOX2 protein levels at different time points after dTAG washout and could only observe levels comparable to non‐depletion after 24 h (Fig EV1C). To determine whether there is a re‐establishment of OCRs following SOX2 re‐expression, we performed 2 h of SOX2 depletion followed by 24 h of dTAG washout and performed ATACseq. We found that after 24 h of washout, there is a near complete restoration of accessibility at DARs (Fig 1F), indicating the reversibility of the phenotype.

We next dissected the functional domain of SOX2 protein that is necessary to mediate chromatin accessibility. SOX2 binds DNA with its N‐terminal high‐mobility group (HMG) domain. Interaction of SOX2 with other proteins is promoted mostly by its trans‐activation domain (TAD) at the C‐terminus (Cox *et al*, 2010). Our degron lines offer an opportunity to investigate the role of the different protein domains in the opening of chromatin in their native chromatin environment in living cells. We transfected SOX2 degron cells with plasmids encoding full‐length or truncated versions of the SOX2 protein fused to GFP, or GFP alone as a negative control (Fig EV1D and E). We then treated the transfected cells with dTAG to deplete the endogenous SOX2 protein or DMSO as a control and performed ATACseq on the sorted GFP positive cells. As expected, expression of the GFP protein alone resulted in a loss of accessibility at DARs we find in the untransfected cells following SOX2 depletion (Fig EV1E). On the other hand, exogenous expression of the full‐length SOX2‐GFP fusion did not show dramatic loss of accessibility at DARs in the absence of endogenous SOX2, indicating that a SOX2‐GFP fusion protein can exhibit pioneering activity similar to endogenous SOX2 (Fig EV1F). Cells expressing either SOX2‐HMG‐GFP or SOX2‐TAD‐GFP do not rescue accessibility at DARs following SOX2 depletion. Our results show that the SOX2 HMG is not enough to promote the formation of accessible sites, rather it is the concerted action of both the HMG and the TAD that is required to maintain accessibility.

To determine how DARs relate to SOX2 binding, we performed ChIPseq with an antibody to the HA‐tag in the SOX2 fusion protein in absence and presence of the dTAG‐13 degrader. To our surprise, a sizable fraction of SOX2 bound regions did not lose accessibility (non‐DAR: nDAR) (Figs 1E and EV2A). We performed ChIPseq of HA‐tagged SOX2 at 2 and 6 hpd to show that the nDARs are not a consequence of residual binding of SOX2 (Fig 1E). Furthermore, motif analysis shows that regions bound by SOX2 and both losing or retaining accessibility, show an enrichment of SOX2 motifs over background levels (Fig EV2B). Many of these sites are accessible, but the retention of accessibility following SOX2 depletion shows that SOX2 is not uniquely responsible for the maintenance of these OCRs. In conclusion, there are different categories of SOX2 binding sites, those where SOX2 shows pioneer activity and those where SOX2 has no pioneer activity or is not the sole pioneering factor.

**Figure EV2:**
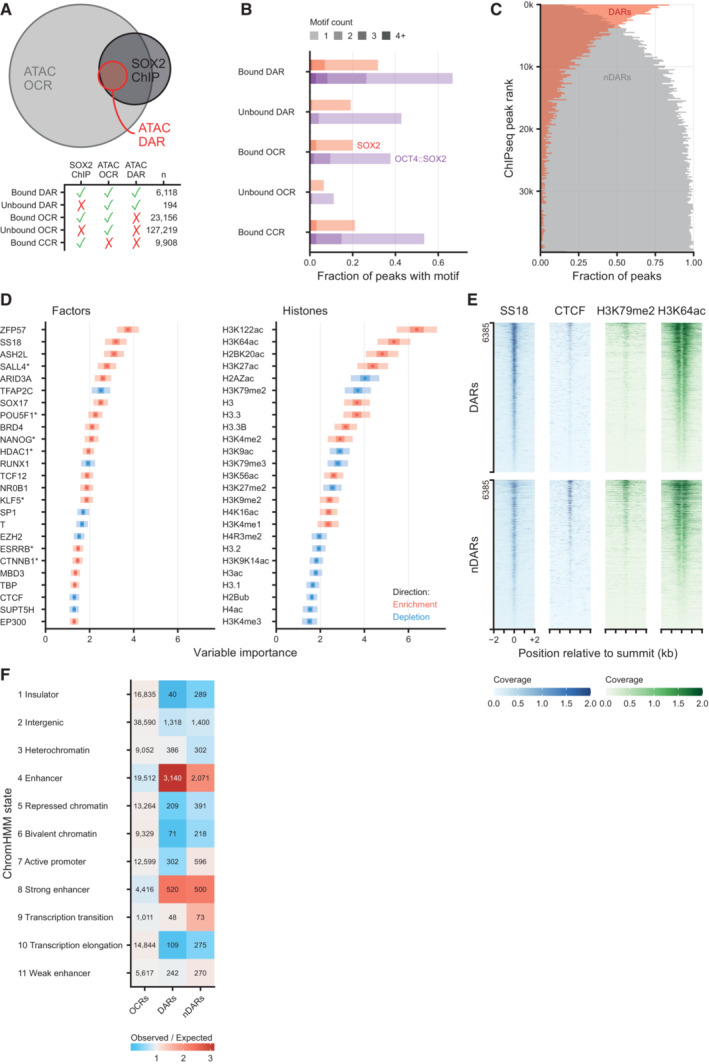
Quantitative and qualitative analysis of ATACseq and ChIPseq and Random forest classification reveals proteins and histone modifications that can predict differential accessibility Euler diagram showing the overlap between differentially accessible regions (DARs) after 2 h of SOX2 depletion, all ATACseq peaks (OCR, open chromatin regions) and SOX2 DNA binding (SOX2 ChIP). Bottom panel shows the number of peaks in each overlap category. CCR: closed chromatin region, i.e., SOX2 ChIPseq peaks that do not overlap OCRs.Fraction of peaks containing 1 or more OCT4::SOX2 or SOX2 DNA binding motifs, stratified by whether OCRs, DARs and/or SOX2 binding sites as measured by ChIPseq, or combinations thereof.Vertical histogram of SOX2 ChIPseq peaks ranked by signal intensity, stratified by their overlap with downregulated DARs or lack of such overlap (nDAR), displayed in 200 peak bins.Left, top 25 (chromatin binding) factors in the Cistrome factors datasets whose overlap with all ATACseq peaks is predictive in random forest classification to discriminate the DARs from non‐DARs (nDAR) peaks partially matched for SOX2 binding levels. ATACseq peaks were extended by 300 bp in both directions. Variable importance was calculated with subsampling inference, wherein the 95% confidence interval (CI) is indicated with a light color, the 50% CI with a darker color and the median with a point. Enrichment and depletion indicate higher and lower average overlap in the DAR than nDAR categories respectively. Right, top 25 histone modifications using the Cistrome histone datasets of 100 re‐sampling.Tornado plots showing example differences between DARs and nDARs for SS18, CTCF, H3K79me2 and H3K64ac from publicly available ChIPseq datasets. Coverage indicates values in pre‐processed data.Heatmap of ChromHMM defining chromatin states of different set of ATACseq peaks: other open chromatin regions (OCRs), DARs and partially SOX2‐binding matched nDARs. The expected value was calculated under independence of proportions assumption, as they are calculated for a chi‐squared test.

To understand what determines a DAR from a nDAR we analyzed the protein composition at these sites using a compendium of publicly available ChIPseq data in mESCs (i.e., Cistrome, Dataset EV1) (Zheng *et al*, 2019). We reasoned that important factors would be predictive of these sites, so we aimed to discriminate DARs from a control set of nDARs with partially matched SOX2 binding levels using random forest classification. After filtering, we considered 233 unique DNA binding factors as predictors. As a performance metric, these factors reached an area under the receiver operator characteristic (ROC) curve (AUC) of 0.79. Among the top scoring factors we find OCT4 and NANOG, but also ZFP57 and the BAF (a.k.a. mSWI/SNF) complex member SS18 (King & Klose, 2017), which showed specific binding at DARs (Fig EV2D). While SOX2‐bound regions that do not change accessibility are preferentially bound by the transcription factors TFAP2C (Pastor *et al*, 2018) and CTCF (Fig EV2E) (King & Klose, 2017). Next, we wanted to gain insight into the specific histone modifications that are predictive for DARs, so we performed random forest analysis on 38 histone modification ChIPseq datasets, which reached an AUROC of 0.66. Interestingly, among the histone modifications that are most important in the prediction of differential accessibility are the non‐canonical histone modifications H2BK20ac (Kumar *et al*, 2016) and H3K64ac (Di Cerbo *et al*, 2014) (Fig EV2D). We also overlapped the DAR and nDAR set with published ChromHMM states (Pintacuda *et al*, 2017) and found that the DARs are enriched for the “enhancer” state, whereas the matched nDARs are also enriched for the “active promoter” state (Fig EV2F). This is also consistent with the H3K79me2 levels enriched on the nDARs (Fig EV2E). It is important to reiterate that like DARs, these matched nDARs generally have SOX2 binding.

### SOX2 and OCT4 act both as partners and independently to maintain accessibility

In pluripotent cells, OCT4 and SOX2 often occupy the same genomic sites (Chen *et al*, 2008; Marson *et al*, 2008). Furthermore, Cryo‐EM structures of the DNA binding domains in complex with nucleosomes have revealed that OCT4 and SOX2 form a heterodimer that distorts the interface between DNA and the nucleosome, which may promote the formation of an accessible site (Dodonova *et al*, 2020; Michael *et al*, 2020). The rapid and specific depletion of OCT4 and SOX2 enables us to determine the contribution of either factor to the formation of OCRs in a cellular context. To this end, we investigated the DARs at 2 hpd in more detail. 

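One region whose accessibility fell after depletion of either factor (Fig 2A, left panel) is a peak on chromosome 1 from 87225781 to 87227316, in an untranslated region 12307 bp from the annotated start of Eif4e2. It fell from 287 ± 8.82 to 26.5 ± 2.42 normalized counts (SD, n = 2 each) at 2 h of SOX2 depletion, a log2 fold change of -3.43 (standard error 0.32, adjusted p = 2.24e-09 from edgeR's quasi-likelihood test). At 2 h of OCT4 depletion it fell from 350 ± 3.88 to 35.1 ± 9.33 (SD, n = 2 each), a log2 fold change of -3.29 (standard error 0.30, adjusted p = 1.28e-09 from the same test). NANOG depletion left it at 416 ± 36.1 (SD, n = 3) against 410 ± 76.6 (SD, n = 2) in NT cells.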

A simple stratification revealed sites that lose accessibility following depletion of either OCT4 or SOX2 (Common DARs) and thus depend on the action of both proteins (Fig 2A, left panel). On the other hand, we observed a sizable number of peaks that are exclusively lost following depletion of SOX2 (SOX2 DARs) or OCT4 (OCT4 DARs), but not in both, making these uniquely dependent on either factor (Fig 2A, middle and right panel). 

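The SOX2 example, on chromosome 9 from 97476418 to 97477895 in an intron, fell by 3.02 on the log2 scale at 2 h of SOX2 depletion (standard error 0.24, adjusted p = 4.3e-10 from edgeR's quasi-likelihood test) and by 0.01 at 2 h of OCT4 depletion (adjusted p = 0.998 from the same test). For the OCT4 example, the peak nearest to the printed coordinate, which is the rule used for drawn examples, lies on chromosome 14 from 57730464 to 57730976 in an intron of Lats2. At 2 h it changed by 0.25 after SOX2 depletion (adjusted p = 0.842) and by 0.05 after OCT4 depletion (adjusted p = 0.971, edgeR's test for both). The printed coordinate is the left edge of the panel. The peak drawn inside it, picked by position after those values were seen, lies from 57732416 to 57733285 in the same gene. It fell from 308 ± 29.9 to 26.9 ± 1.61 normalized counts (SD, n = 2 each) at 2 h of OCT4 depletion, a log2 fold change of -3.50 (standard error 0.29, adjusted p = 2.44e-10). After SOX2 depletion its change was -0.35 (standard error 0.25, adjusted p = 0.615). A loss called in one line alone does not show a difference between lines. Testing the difference itself, 2614 peaks changed differently at 2 h (7313 with the replicate number as a block), 1991 with the more negative change in SOX2-FKBP cells and 623 in OCT4-FKBP cells.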

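In NANOG-FKBP cells the 2 h change was slightly negative at all 3 sets of DARs. At common DARs the median log2 fold change in the 3 treated libraries was -0.39, -0.12 and -0.30 (SD 0.134, n = 3), with a fitted median of -0.28. At SOX2 DARs the libraries gave -0.30, -0.22 and -0.38 (SD 0.0803, n = 3), and at OCT4 DARs -0.26, -0.07 and -0.20 (SD 0.0999, n = 3). The median of all peaks tested was 0.0037. The corresponding fitted medians were -1.75 at common DARs after SOX2 depletion and -1.69 after OCT4 depletion. The sets were selected on losses in these same SOX2-FKBP and OCT4-FKBP libraries, which enlarges those medians by an amount not measured. Changes in NANOG-FKBP cells played no part in the selection. By edgeR's quasi-likelihood test, NANOG-FKBP cells lost 297 common DARs (7.05%), 313 SOX2 DARs (7.43%) and 227 OCT4 DARs (5.32%) at 2 h, and 92, 104 and 62 of them without treated replicate 1.

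**Figure D1:**
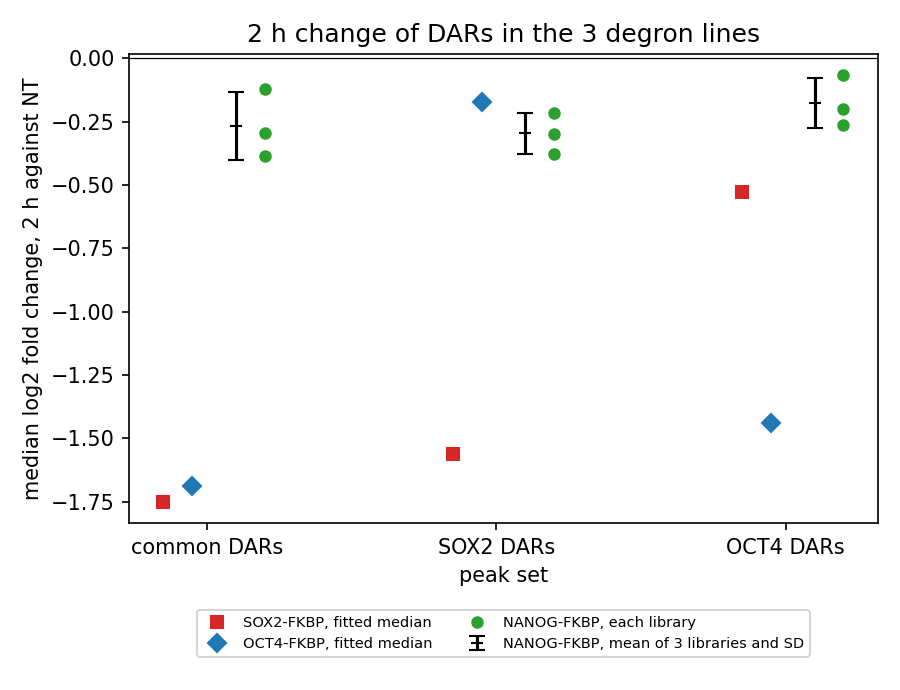
Median log2 fold change at 2 h against NT (y axis) for common, SOX2 and OCT4 DARs (x axis), with fitted medians of SOX2-FKBP and OCT4-FKBP cells as squares and diamonds, each NANOG-FKBP library as a circle, and the mean of these 3 libraries with its SD as a bar. The NANOG-FKBP libraries lie between -0.39 and -0.07 in every set, while SOX2-FKBP and OCT4-FKBP cells lie at -1.75 and -1.69 for common DARs. The sets were selected on losses in the SOX2-FKBP and OCT4-FKBP libraries shown, which enlarges the medians of those lines.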

Depletion of the non‐pioneer factor NANOG has no consequences on any of these DARs.

**Figure 2:**
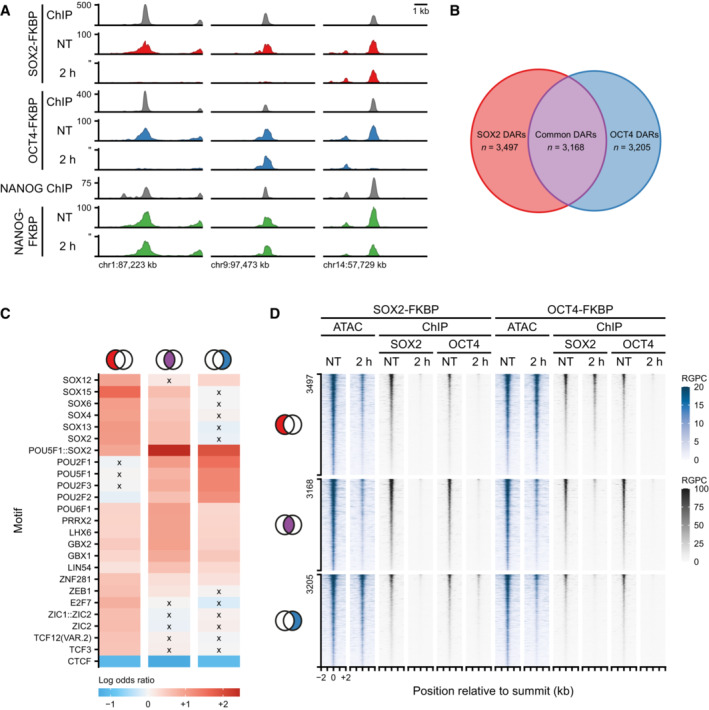
Loss of SOX2 and OCT4 effect accessibility at shared and independent regions Example regions of changes in accessibility as measured by ATACseq during the SOX2, OCT4, and NANOG depletion time course. *Y*‐axis indicates reads per genomic content (RPGC). In gray are shown the ChIPseq tracks for SOX2, OCT4, and NANOG.Euler diagram shows the number of regions losing accessibility (DARs) after SOX2 depletion only (red, SOX2 DARs), OCT4 depletion only (blue, OCT4 DARs) and in common (purple, common DARs).Heatmap showing the top 25 motifs at SOX2, common and OCT4 DARs. Colorbar indicates odds of finding the motif in the DAR set relative to all other OCRs. Crosses denote non‐significant odds.Tornado plots showing ATACseq (blue) after SOX2 and OCT4 depletion. Regions are divided by SOX2, Common and OCT4 DARs. In gray, ChIPseq signal of SOX2 and OCT4 after SOX2 and OCT4 depletion. RPGC: reads per genomic content.

After quantifying the peaks responding to both SOX2 and OCT4 depletions we found 3,168 common DARs depend on both SOX2 and OCT4 for their accessibility, whereas we found 3,497 SOX2 DARs and 3,205 OCT4 DARs (Fig 2B). 

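Of the peaks lost at 2 h, 4213 were lost in both SOX2-FKBP and OCT4-FKBP cells, 4214 in SOX2-FKBP cells alone and 4267 in OCT4-FKBP cells alone, by edgeR's test on 27 libraries. If losses in the lines were independent, 429 peaks would be shared, and the overlap was 9.81 times that number. This expectation takes all peaks as equally easy to call, which peaks of unequal depth are not. With the replicate number as a block, 6458 peaks were lost in both lines. The similar size of the single-line sets depends on the fit. With only the groups compared in each fit, 14682 peaks were lost in SOX2-FKBP cells and 7520 in OCT4-FKBP cells. The SOX2 set was then the larger. In the test on 27 libraries, the difference between lines passed its own test at 1475 of the SOX2 DARs, 506 of the OCT4 DARs and 82 of the common DARs. Outside their own line the sets also moved, with a median log2 fold change of -0.17 for SOX2 DARs after OCT4 depletion and -0.53 for OCT4 DARs after SOX2 depletion.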

To understand the differences between these three groups of sites we performed motif analysis. We found that the common DARs were most strongly enriched for the Pou5f1::Sox2 compound motif, consistent with the co‐dependency of these proteins. 

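Fixed consensus patterns, in place of the paper's weight matrices, were matched over whole peaks. Mismatches were allowed in the POU octamer and, more of them, in the SOX-POU composite, but not in the SOX site. A composite match therefore need not hold a SOX site, and the drawn OCT4 example has 0 SOX sites and 2 composite sites. Each set was compared with all other tested peaks in a logistic model with GC content and width. This used 166284 peaks with sequence and 18 tests in all. A SOX-POU composite site was present in 39.9% of common DARs against 5.79% of other peaks, an odds ratio of 6.05 (95% confidence interval 5.64 to 6.48). In OCT4 DARs the share was 27.2% (odds ratio 3.75, interval 3.49 to 4.04) and in SOX2 DARs 18.1% (odds ratio 2.04, interval 1.87 to 2.22). Intervals treat peaks as independent and cover no difference between replicates.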

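A SOX site was present in 86.2% of SOX2 DARs, against 61.1% of other peaks, an odds ratio of 2.74 (95% confidence interval 2.50 to 3.00) with GC content and peak width in the model. The POU octamer occurred in 58.6% of SOX2 DARs and 44.5% of other peaks, which at equal GC content and width is an odds ratio of 1.03 (interval 0.963 to 1.10, adjusted p = 0.422 from the Wald test). In the 200 bp around peak summits the octamer was depleted instead, at an odds ratio of 0.880 (adjusted p = 0.0019 from the same test).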

The SOX2 DARs on the other hand were enriched for SOX‐family motifs, but not for many POU‐family motifs. 

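In OCT4 DARs the POU octamer was present in 80.0% of peaks, an odds ratio of 3.41 (95% confidence interval 3.15 to 3.69) against other peaks. A SOX site, with or without an octamer in the same peak, occurred in 74.2% of them, an odds ratio of 1.16 (interval 1.07 to 1.24, adjusted p = 0.000169 from the Wald test).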

For the OCT4 DARs this was actually reversed (Fig 2C). When we performed a more granular analysis incorporating the relative strengths of effect sizes on the accessibility we could recapitulate these observations (Appendix Fig S1A and B). Moreover, this revealed that the least OCT4 dependent SOX2 DARs have no enrichment for the Pou5f1::Sox2 compound motif, whereas the least SOX2 dependent OCT4 DARs retained this enrichment.

To determine the contribution of SOX2 and OCT4 binding to accessibility, we performed ChIPseq of OCT4 in the SOX2‐FKBP line and of SOX2 in the OCT4‐FKBP line (Fig 2D). We find that all DARs we identified, regardless of their specificity to SOX2 and OCT4 depletion, are bound by both SOX2 and OCT4 together. Upon depletion of the tagged TF, the ChIPseq signal of the tagged TF disappears. Generally, we also find that the signal of the partner TF at DARs is greatly reduced by, suggesting that OCT4 and SOX2 stabilize each other's binding affinity to chromatin. The exception to the general case is that the SOX2 DARs after OCT4 depletion only mildly decreased in SOX2 binding intensity (27%), indicating that SOX2 is able to maintain accessibility at these sites independent of OCT4. Conversely, OCT4 binding intensity is reduced by 66% at OCT4 DARs after SOX2 depletion, hinting that accessibility is maintained here through alternative means. These results demonstrate that despite the co‐occupation of SOX2 and OCT4 proteins at most DARs, accessibility changes upon pioneer TF depletion are not solely encoded by binding patterns in non‐treated conditions.

### SOX2 directly controls accessibility with a sub‐hour time resolution

Our high‐resolution time series allows us to investigate differences in the temporal dynamics of OCRs following SOX2 depletion. Upon visual inspection it became clear that sites lose accessibility at different rates (Fig 3A). 

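The peaks nearest to the coordinates printed in Fig 3A were taken first, and in 2 of the 3 panels this gave a peak that is not the one drawn. These, on chromosome 12 from 87283665 to 87284240 and on chromosome 7 from 145030638 to 145031488, kept 78.8% and 89.9% of the NT level at 2 h. The peaks drawn were picked by position after these values were seen. The drawn peak on chromosome 12, from 87289064 to 87290110, had 30.3% of its NT level left at 0.5 h and 23.9% at 2 h. The peak on chromosome 15 from 14696596 to 14698539, given by both choices, had 61.4% left at 0.5 h, 22.1% at 2 h and 9.76% at 6 h. The drawn peak on chromosome 7, from 145034056 to 145035159, had 67.6% left at 0.5 h, 26.2% at 2 h and 10.1% at 6 h. At 0.5 h the log2 fold changes were -1.70, -0.73 and -0.58 (standard errors 0.22, 0.18 and 0.17; adjusted p = 5.39e-06, 0.0153 and 0.0549 from edgeR's quasi-likelihood test). The third adjusted p was 0.002 from the same test with the replicate number as a block. The differences between peaks were not tested.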

For a subset of sites, no residual accessibility can be detected as soon as 30 min after depletion, whereas other sites take more than 2 h to become fully inaccessible. 

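Over the peaks lost at 2 h, the median share of the NT level left was 56.7% at 0.5 h (51.7% in replicate 1 and 60.9% in replicate 2), 46.0% at 1 h, 38.8% at 2 h, 35.1% at 6 h and 27.6% at 24 h (SD 1.10, n = 2). At most 10% was left in both replicates at 1 of these peaks at 0.5 h, 56 at 2 h and 643 at 24 h. Counts in a peak include background fragments.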

Quantification of the DARs at every time point shows a gradual loss of OCRs over time (Fig 3B). 

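The number of lost peaks rose from 5041 at 0.5 h and 8754 at 1 h to 14892 at 6 h and 22650 at 24 h. With the replicate number as a block, 8073 peaks were lost at 0.5 h. The peaks lost at 2 h had median log2 fold changes of -0.84 at 0.5 h, -1.13 at 1 h, -1.50 at 6 h and -1.85 at 24 h. All times share the NT libraries. Simulated unchanged groups against them, with as many peaks selected at 2 h, gave medians of -0.27, -0.27, -0.27 and -0.28 at these times. The replicate SD of the observed medians was between 0.0579 and 0.165 (n = 2).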

The initial gain of accessibility in OCRs following SOX2 depletion is very limited (less than 1,000 sites in the first 6 hpd), and only at 24 hpd thousands of OCR have increased their accessibility.

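Gained peaks numbered 254 at 0.5 h, 1427 at 1 h, 4271 at 6 h and 14716 at 24 h by edgeR's test, and their share at promoters was 3.08% at 2 h and 26.7% at 24 h. These counts depend strongly on the test, and DESeq2's Wald test called 11, 225, 929 and 5139 peaks gained at these times. With the replicate number as a block the counts were 1120, 3855, 8459 and 21853.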

**Figure 3:**
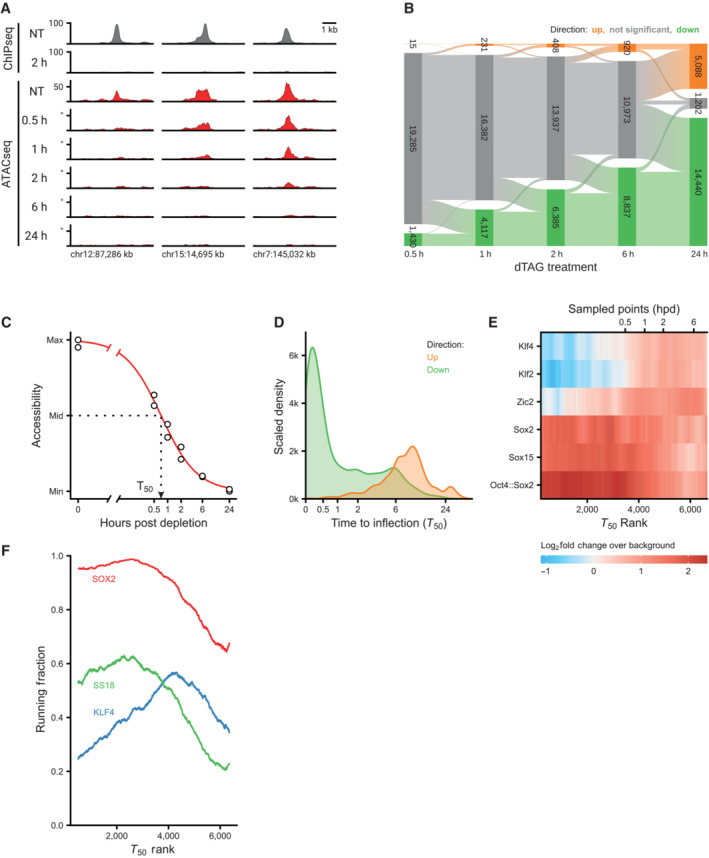
Loss of SOX2 affect chromatin accessibility within sub‐hour time resolution Example regions of changes in SOX2 occupancy measured by ChIPseq (to, in gray) and in accessibility as measured by ATACseq (red) during the SOX2 depletion time course. *Y*‐axis indicates reads per genomic content (RGPC).Alluvial diagram shows the number of regions gaining accessibility (up, orange) or losing accessibility (down, green) over the SOX2 depletion time course.Illustration of estimating the time to inflection (*T*_50_) for a DAR, wherein a log‐logistic model is fit to the data over time after depletion.Kernel density estimate of the time to inflection for DARs going up and down. The density is scaled such that the area under the curve integrates to the number of DARs. Time to inflection is displayed with inverse hyperbolic sine transformation.Heatmap of motif enrichment displaying downregulated DARs on the *X*‐axis sorted by time to inflection. Colors display a fold change of a centered running mean, measuring the fraction of peaks containing the indicated motifs over a 400 peaks window, relative to the fraction of nDARs containing these motifs. Sampled time points are indicated at the bins where the time to inflection surpasses the sampled time.Patterns of protein binding at sites ordered by their inflection time (*T*_50_). Running fraction represents the fraction of peaks in a 1,000‐peak window that overlaps one of the specified ChIPseq datasets. The SS18 and KLF4 peaks were acquired from Cistrome, whereas the SOX2 peaks were taken from the SOX2‐FKBP line in the untreated condition.

Our temporal resolution is sufficient to calculate parameters for the dynamics of each individual DAR. To this end we fitted a log‐logistic curve describing the decrease or increase in accessibility. 

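The deposited counts were fitted with the same log-logistic family by least squares, for the 30898 peaks whose level changed over time by edgeR's F test in place of the likelihood ratio test of the paper's methods. Models with 2 to 5 parameters were compared by Akaike's criterion and T50 was bounded between 0.01 and 100 h. A log-logistic model was preferred for 19244 peaks, of which 15745 were lower and 3499 higher at 24 h. A log-logistic model was preferred for 1674 of 2000 simulated peaks. Among those with a true T50 of at least 0.3 h, 85.1% were fitted within 2-fold of it. The simulated peaks all fell, with one fixed slope and floor, so the accuracy for gained peaks and other curve shapes was not measured.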

From these curves we can estimate for every site the moment following depletion at which there is a half‐maximal change in accessibility: a value we refer to as *T*_50_ (Fig 3C). The distributions of the *T*_50_ values for increases and decreases in accessibility (Fig 3D) confirm the analysis of significantly changed peaks (Fig 3B) that losses in accessibility are fast (majority of *T*_50_ reached before 30 min after depletion) and increases are slow (the majority > 6 hpd). 

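The median T50 was 0.418 h for lost peaks and 2.83 h for gained peaks. Of the lost peaks, 57.7% had a T50 under 0.5 h. This share was 45.1% without replicate 1 and 58.4% without replicate 2, and 46.2% by linear interpolation of all selected peaks, so its place above or below 50% depends on replicate 1 and on the fit. Of the gained peaks, 15.0% had a T50 over 6 h, with 25.2% and 22.9% without replicates 1 and 2. Linear interpolation gave 52.6%. The first time sampled is 0.5 h, so shorter T50 values rest on the shape of the curve.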

The *T*_50_ values enabled us to rank the peaks according to the speed at which they lose accessibility. When we determined the motif enrichment as a function of the *T*_50_ rank we found that the most rapidly changing peaks are enriched for motifs containing the SOX2 consensus motif (Fig 3E). 

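Lost peaks were ranked by T50 and divided into 4 groups. A SOX site was present in 86.8%, 85.5%, 82.8% and 76.8% of the peaks from the fastest to the slowest group, and in 59.1% of the 129410 peaks that did not change. The SOX-POU composite site occurred in 27.1%, 28.8%, 22.1% and 13.9%, against 4.75% of unchanged peaks. The median peak width rose over the same groups from 820 to 954.5 bp. The fastest group had a median T50 of 0.0207 h, near the lower bound of the fit.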

Peaks that rank later according to their *T*_50_ values show enrichment for KLF2/4 and ZIC2, which could mean that these accessible sites are not solely regulated by SOX2. To investigate this we used publicly available ChIPseq data (Zheng *et al*, 2019) to determine the protein composition at the DARs according to their *T*_50_. 

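KLF sites rose from 28.0% in the fastest group to 35.5%, 40.0% and 54.1% in the slowest, against 37.6% of unchanged peaks. ZIC sites rose from 27.9% to 35.5%, 39.7% and 43.8%, against 30.1%. In the 200 bp around summits the KLF share rose from 11.2% to 26.5% and the ZIC share from 10.9% to 21.1%. The median GC content also rose, from 45.7% to 48.9%. These shares were not tested for a trend.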

As expected, SOX2 binding was strongly enriched in the sites that are lost most quickly, but is less enriched in the sites that take more time to change. This pattern is closely followed by the mSWI/SNF subunit SS18, suggesting that this chromatin remodeling complex collaborates with SOX2 to create these open chromatin sites (Fig 3F). Interestingly, consistent with our motif enrichment analysis, sites that lose accessibility later in the time course are more often bound by KLF4. These analyses show that studying accessibility changes at high temporal resolution can help to predict which proteins are involved in the cascade of regulatory changes.

### Changes in chromatin accessibility are directly related to transcriptional changes

As a transcription factor, SOX2 is responsible for maintaining transcription of genes associated with the pluripotent state. Because RNAseq measures the stable transcript pool, rapid changes in transcription may be occluded by the total level of mRNA. Therefore, to determine direct effects on transcription we measured the production of nascent transcripts using TT_chem_seq (Gregersen *et al*, 2020). In TT_chem_seq, nascent transcripts are pulse‐labeled with a nucleotide analog, allowing the detection of transcription from both genic and intergenic sequences. Already after 30 min of SOX2 depletion we find that hundreds of transcripts are significantly de‐regulated (Fig 4A). An example of a gene that is immediately lost following SOX2 depletion is the non‐coding pluripotency transcript *Platr11* (Fig 4B and C). Upon closer examination we found that accessibility surrounding the (empirical) TSS of this transcript is also severely diminished following SOX2 depletion (Fig 4C). These results are consistent with SOX2 controlling chromatin accessibility to promote the expression of its target genes. It should be noted that, in contrast to the nearly unidirectional DARs, a balanced number of genes show a decrease and increase in transcription upon SOX2 depletion (Fig 4A). 

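The OCR at the annotated start of Platr11 lies on chromosome 9 from 118404791 to 118406896, with its summit 195 bp upstream of that start. It had 295 ± 12.7 normalized counts (SD, n = 2) in NT cells and 103 ± 30.4 (SD, n = 2) at 0.5 h. At 2 h it had 58.3 ± 9.03 (SD, n = 2), a log2 fold change of -2.33 (standard error 0.20, adjusted p = 1.65e-10 from edgeR's quasi-likelihood test), and at 24 h 12.4 ± 0.241 (SD, n = 2), 4.22% of the NT level. Of the 15 peaks in the region drawn, 8 passed the count filter and 2 were lost at 2 h.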

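In the 3-line test, losses made up 89.8% of the peaks changed at 2 h of SOX2 depletion, 85.3% at 6 h and 69.1% at 24 h, or 8.82, 5.78 and 2.23 lost peaks for each gained peak. Without treated NANOG-FKBP replicate 3, whose counts enter the same model, there were 16.8, 9.02 and 2.97 lost peaks for each gained peak, and without its replicate 1 there were 14.6 at 2 h. With the replicate number as a block the shares were 74.8%, 71.9% and 57.7%. Transcription was not analysed here.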

An example of an upregulated gene is *Suv39h1*, which is associated with the downregulation of an anti‐sense non‐coding transcript coming from the opposite strand. 

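Suv39h1 lies on chromosome X, and its antisense transcript is annotated as Gm14820. The peak drawn inside the antisense transcript lies from 8050291 to 8051859, in an intron, with its summit 2075 bp from the annotated antisense start. It fell from 155 ± 33.4 to 27.2 ± 3.76 normalized counts (SD, n = 2 each) at 2 h of SOX2 depletion, a log2 fold change of -2.47 (standard error 0.23, adjusted p = 7.93e-10 from edgeR's quasi-likelihood test). A separate, smaller peak at the annotated antisense start, from 8048867 to 8049657, changed by -0.27 at 2 h (standard error 0.27, adjusted p = 0.698) and by -1.07 at 24 h (standard error 0.30, adjusted p = 0.00815 from the same test). The peak at the start of Suv39h1 itself, from 8073795 to 8075306, changed by -0.36 at 2 h (standard error 0.16, adjusted p = 0.21).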

The TSS of this antisense transcript is associated with an open chromatin region that is lost upon SOX2 depletion (Fig 4D). A similar trend is observed for *Top1* (Fig EV3A), suggesting that SOX2 regulating an anti‐sense transcripts may be a mechanism for repressing protein coding genes. 

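The OCR drawn in the intron of Top1 lies on chromosome 2 from 160655533 to 160657001, 10488 bp downstream of the annotated Top1 start. It fell from 135 ± 4.51 to 36.2 ± 0.808 normalized counts (SD, n = 2 each) at 2 h, a log2 fold change of -1.90 (standard error 0.24, adjusted p = 2.73e-07 from edgeR's quasi-likelihood test). The peak at the Top1 start, from 160645426 to 160646992, changed by -0.10 at 2 h (standard error 0.15, adjusted p = 0.828 from the same test).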

Interestingly, we also find a subset of genes that show transient upregulation (Figs 4A and B, and EV3B). Because there is a general lack of DARs that show an increase in accessibility, we perform motif analysis at all OCRs in the 40 kb region centered at the TSS of downregulated genes and find a mild enrichment for OCT4::SOX2 and SOX family motif (Fig EV3C). For upregulated genes, a similarly mild enrichment for nuclear receptor family motifs (e.g., ESRRB) is observed, but not SOX2. This indicates that upregulation cannot be explained a direct role of SOX2 as repressor. Pathway analysis on differentially expressed genes shows a transient enrichment of cholesterol biosynthesis genes in the early time points (Fig EV3D), wherein *Hmgcs1* is a member (Fig EV3B). Intriguingly, we do not find any pathway enriched among the downregulated genes.

**Figure 4:**
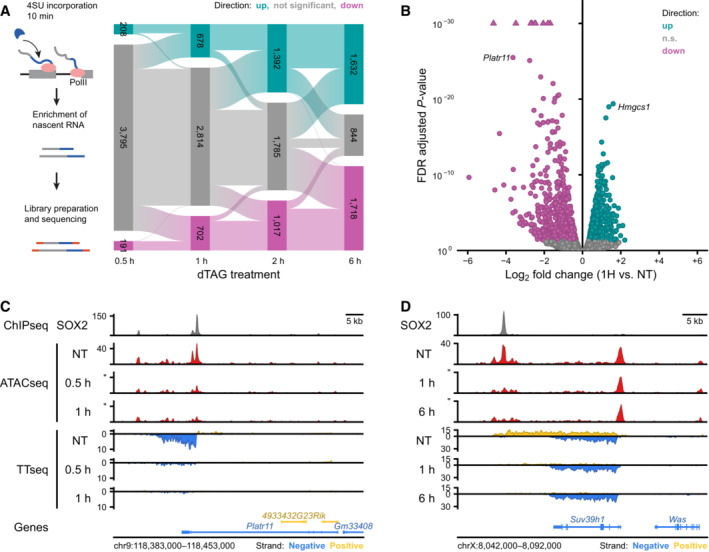
Direct effects of SOX2 depletion on transcription Top: Schematic representation of the TT_chem_seq method to measure nascent transcripts. Bottom: Alluvial diagram showing the differentially transcribed units: upregulated units (up, light blue) and downregulated units (down, violet) during SOX2 depletion time course.Volcano plot showing effect sizes and significance of the downregulated (violet) and upregulated (lightblue) transcribed units after 1 h of SOX2 degradation. n.s.: not significant.Genomic tracks showing SOX2 ChIPseq (top), ATACseq data (middle) and nascent transcription measured with TT_chem_seq (bottom) at the *Platr11* locus in untreated (NT) 0.5 and 1 h dTAG‐13 treated SOX2‐FKBP cells.The same as in (C) but for *Suv39h1* locus in untreated (NT), 1 and 6 h dTAG‐13 treated.

**Figure EV3:**
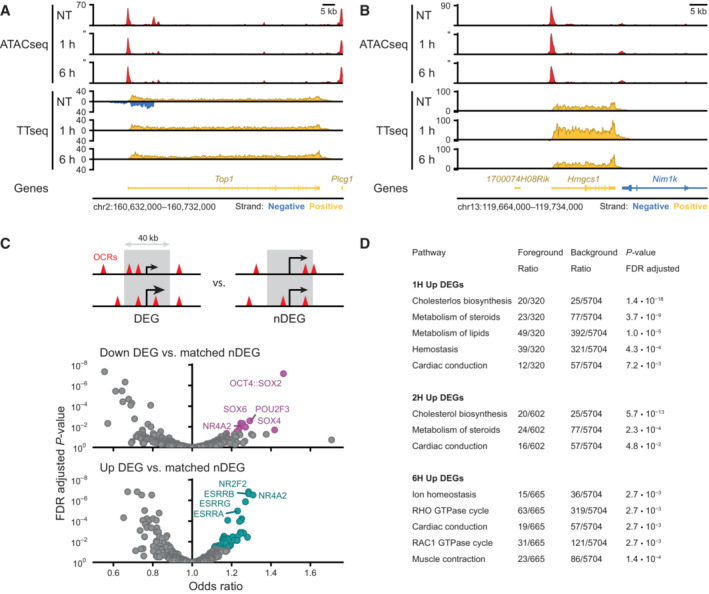
Upregulation of transcripts following SOX2 depletion Example region showing changes in accessibility measured by ATACseq and transcription measured by TT_chem_seq for the *Top1* locus in untreated (NT), 1 and 6 h of dTAG‐13 treatment in SOX2‐FKBP cells. *Y*‐axes shows reads per genomic content.Same as in (A) but for *Hmgcs1* locus.Top: schematic of the widow selected for motif analysis around differentially expressed genes (DEGs) and expressed matched control non‐DEGs (nDEGs). Bottom: volcano plot showing the motifs found in open chromatin regions (OCRs) in a 40 kb window centered on the TSSs of downregulated DEGs and at upregulated DEGs.Table showing reactome pathway (Gillespie *et al*, 2022) overrepresentation analysis results on TT_chem_‐seq DEGs.following SOX2 depletion. Table shows all significant hits at the FDR adjusted *P*‐value threshold lower than 0.05, stratified by timepoint and direction. For 0.5 h and downregulated DEGs, no significant pathway enrichments were found.

To systematically determine the relationship between changes in chromatin accessibility and gene expression we aligned the positions of DARs to the TSSs of differentially expressed genes at 2 hpd compared to a set of (expression matched) control genes that do not change expression. We found a strong enrichment of DARs around the TSSs of downregulated genes which was not observed for stable nDARs that do not change accessibility (Fig 5A). We did not find a similar enrichment for upregulated genes, where downregulated DARs are mildly depleted (Fig EV4A). In order to identify the most critical factors that determine which genes are activated by SOX2, we aimed to predict which genes go down in expression upon SOX2 depletion in comparison to an expression matched control set. In absence of a precise enhancer‐target map, we exploited the pattern of DAR enrichment around TSSs of downregulated genes for making predictions. Specifically, we used logistic regression using the gene outcome (downregulated or undetectable change) as dependent variable and the counts (or sum of weights, Fig 5B) of different categories of nearby genomic loci as predictors. To ensure our prediction model is not dependent on a single set of control genes we generated 100 samples of expression matched genes. We assessed a variety of association rules for predictive performance and found that setting a simple distance threshold from the transcription start site outperforms more complex association rules (Fig EV4B). Reasoning that counting peaks using a distance threshold is equivalent to weighting the peaks according to a uniform kernel centered at the TSS, we next explored whether using other kernel functions as weighting schemes could improve prediction (Fig EV4C). The heavy‐tailed Laplace or Cauchy probability density functions (PDF) yielded the best predictions and we continued with the Cauchy weighting for further predictions. In the end, we achieved an area under the receiver operator characteristic curve (AUC) of 0.82 (Figs 5C and EV4C) in predicting downregulated genes, demonstrating a tight connection between loss of chromatin accessibility and downregulation of transcription.

**Figure 5:**
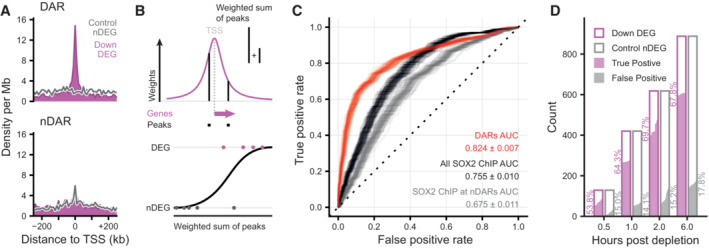
Open chromatin regions maintained by SOX2 are associated with transcription Density of peaks in 10 kb bins nearby transcription start sites (TSS) of downregulated (purple) differentially expressed genes (DEGs) and expression‐matched stable control (gray) non‐DEGs (nDEGs). Panels indicate the set of peaks that were aligned to the TSS: differentially accessible regions (DARs) or stable non‐DARs (nDAR).Schematic illustration of taking the weighted sum of peaks per gene, weighted by a kernel function (top) followed by logistic regression predicting the differential expression status of a gene (bottom).Receiver operator characteristic (ROC) curves indicating the predictive strength on differential expression status of downregulated DEGs versus matched control nDEG, for various sets of predictors. The “DARs” set of predictors use peak categories of ATACseq data. The “All SOX2 ChIP” set has weighted sums of SOX2 ChIPseq peaks. The “SOX2 ChIP at nDAR” has weighted sums of the SOX2 peaks that do not overlap DARs. Different transparent lines indicate 100 re‐samplings of the expression‐matched nDEGs.Barplot showing the number of downregulated DEG (case) and nDEG (control) genes identified as true or false positive in the predictions with the “DARs” features at the indicated time points. Predictions were taken from ROC curves at the threshold of maximum accuracy. Filled area indicates complementary cumulative distribution function of counts under 100 re‐samplings of the expression‐matched nDEGs. Percentages indicate the average true and false positive rates of the different samplings.

**Figure EV4:**
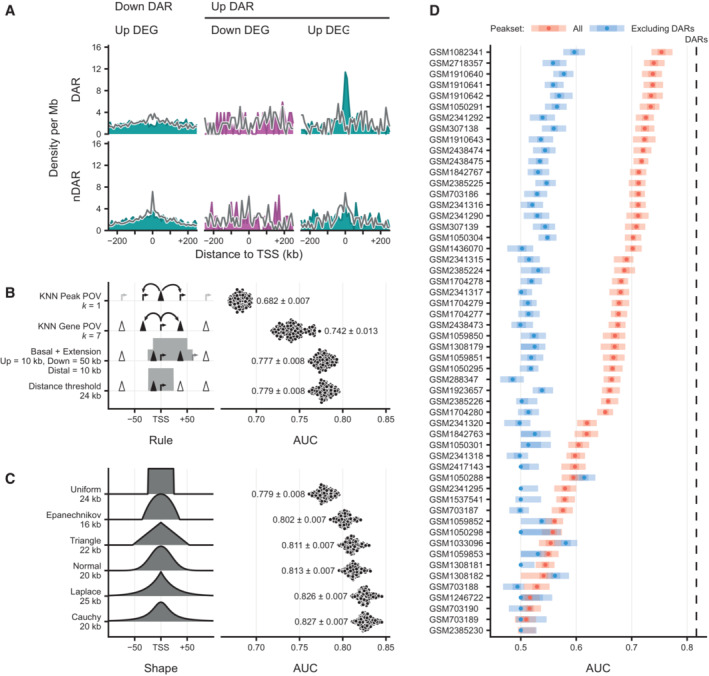
Characterization of different association rules and chromatin features for the prediction of transcriptional changes Density of peaks in 10 kb bins nearby transcription start sites (TSS) of upregulated (light blue) and downregulated (purple) differentially expressed genes (DEGs) and their expression‐matched stable control (gray) non‐DEGs (nDEGs). Panels indicate the set of peaks that were aligned to the TSS: down differentially accessible regions (DARs) and up DARs. Bottom row shows these densities for an equal number of stable non‐DARs (nDAR) at the same gene sets.Predictive performance comparison of different association rules to discriminate downregulated DEGs upon SOX2 depletion at 2 h from matched nDEGs, with counts of associated (n)DAR peaks as predictors. *X*‐axis metric notes the area under the receiver operator characteristic curve (AUC). Dots represent 100 re‐samplings of the matched nDEGs. Numbers represent mean ± standard deviation. Optimal parameters for every rule indicated at the *Y*‐axis labels, such as distance = 25 kb and *k* = 6, were chosen by performing a parameter sweep and choosing the parameter that minimized cross‐validation error. Left part visually indicates association rule.Like (B), but for various kernel‐based weighting functions instead of association rules, and weighted sums of peaks instead of counts as predictors. Left part gives visual indication of kernel shape. Numbers represent mean ± standard deviation.Predictive power on expression changes based on the many publicly available ChIPseq data, with or excluding peaks overlapping with DARs, for SOX2 in mESC‐like cells (via Cistrome). The dotted line indicate the average predictive power of DARs for context. *Y*‐axis gives Gene Expression Omnibus accession numbers for the datasets. *X*‐axis metric notes the area under the receiver operator characteristic curve (AUC). Intervals and medians were calculated for 100 re‐samplings of the matched nDEGs. The light shade gives the 95% inter‐percentile range (IPR), the darker shade gives the inter‐quartile range and the dots give the medians. Source data are available online for this figure.

Since SOX2 is crucial in maintaining a subset of OCRs, we wanted to test how differential accessibility compares to SOX2 occupancy in predicting gene expression changes. To test this, we included our SOX2 ChIPseq data (Marson *et al*, 2008) in our analyses (Fig 5C). Importantly, solely using SOX2 occupancy as predictor performs noticeably worse, showing that accessibility changes are better predictors for genes regulated by SOX2 than occupancy of SOX2 (Fig 5C). Note that this poorer performance is not particular to this specific dataset we created, rather, this is the case for all publicly available SOX2 ChIPseq datasets in mouse embryonic stem cells that we have tested (Fig EV4D). Next, we analyzed how well genomic regions where SOX2 displays no pioneer activity, i.e., bound by SOX2, but which show no change in accessibility following SOX2 depletion, could predict expression changes (Fig 5C). These regions have an even lower predictive power for changes in gene expression (Figs 5C and EV4D). From these results, we conclude that the genomic regions where SOX2 acts as a dominant pioneer factor are crucial for SOX2 mediated gene activation. The sites that are bound by SOX2, but where it exerts no pioneer activity contribute to gene regulation in a much diminished manner.

Next, we decided to determine the predictive power of accessibility changes at different timepoints. Data derived from 2 hpd samples were most predictable, wherein we can correctly predict downregulation of about 70% of genes on average, at the expense of incorrectly flagging about 14% of non‐DEGs as downregulated (Fig 5D). We suspect that prior to 2 h the prediction is hindered by the time it takes to establish and detect the primary effects, whereas after 2 h secondary effects may start to weaken the causal linkage between accessibility and transcription. These results show that TF depletion followed by nascent transcription mapping is a powerful method to prioritize direct from indirect regulatory targets of a TF. Furthermore, our results show that chromatin accessibility is tightly linked to transcription and, in fact, differential accessibility has more predictive power than ChIPseq data with regard to which sites drive gene expression.

### Disruption of a SOX2 dependent OCR confirms prediction of a putative regulatory element

We have demonstrated that SOX2 depletion alters the transcription of many genes and that changes in chromatin accessibility can predict which genes respond to SOX2 depletion. Although this strongly suggests that these accessible regions directly control transcription of their putative target genes, the results remain correlative. Based on our prediction model the gene that has the highest probability of being affected by SOX2 depletion is *Klf2*. Correspondingly, we find that *Klf2* transcription is strongly reduced, already after 30 min (Fig 6A). 

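Around Klf2 on chromosome 8, 8 peaks lie in the region drawn, and 5 were lost at 2 h of SOX2 depletion. The peak at the Klf2 start, from 72318585 to 72319672, had 307 ± 14.3 normalized counts (SD, n = 2) in NT cells and 199 ± 33.1 (SD, n = 2) at 2 h, a log2 fold change of -0.62 (standard error 0.17, adjusted p = 0.00988 from edgeR's quasi-likelihood test), and its adjusted p was 0.415, 0.351, 0.14 and 0.427 at 0.5, 1, 6 and 24 h. A block for the replicate number gave an adjusted p of 0.0284 at 6 h from the same test. The untreated SOX2-FKBP replicates had 5.30% and 5.35% of their counts on chromosome 8, whose share differs between replicates of the NANOG-FKBP line.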

Flanking the TSS of *Klf2* there are two OCRs that rapidly lose accessibility after SOX2 depletion. 

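The upstream OCR of Klf2 lies from 72316068 to 72316776 on chromosome 8, in intergenic sequence, with its summit 2700 bp upstream of the annotated start. It fell from 239 ± 10.3 to 83.0 ± 24.0 normalized counts at 0.5 h and 50.1 ± 6.45 at 2 h (SD, n = 2 each), a log2 fold change of -2.25 at 2 h (standard error 0.22, adjusted p = 1.37e-09 from edgeR's quasi-likelihood test). The downstream OCR lies from 72333366 to 72335054, with its summit 15197 bp downstream of the start. It fell from 472 ± 68.8 to 227 ± 14.1 at 0.5 h and 138 ± 21.7 at 2 h (SD, n = 2 each), a log2 fold change of -1.76 at 2 h (standard error 0.17, adjusted p = 8.25e-10 from the same test). The sequence drawn for its SOX2 motif, TTGACATGACAAAGA, occurs once in the region, from 72334375 to 72334389 on the plus strand, with the flanks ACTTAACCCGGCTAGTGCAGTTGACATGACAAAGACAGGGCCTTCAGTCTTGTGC. Counts per peak cover the whole OCR and not the motif alone.

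**Figure D2:**
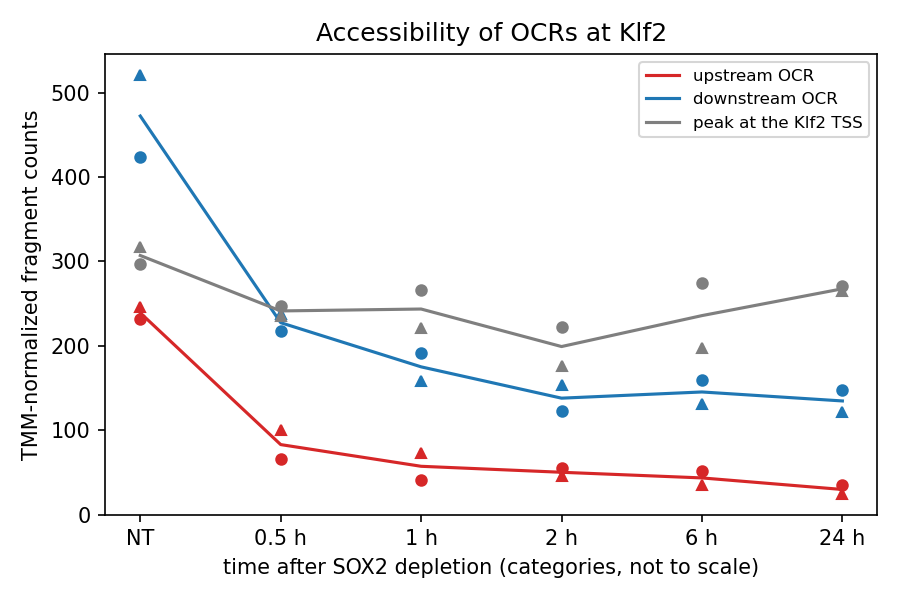
TMM-normalized fragment counts (y axis) of the upstream OCR, the downstream OCR and the peak at the Klf2 start at NT and 5 times after SOX2 depletion (x axis, categories not to scale), with circles for replicate 1, triangles for replicate 2 and lines for the mean. The upstream OCR falls from 239 to 50.1 and the downstream OCR from 472 to 138 by 2 h, while the peak at the start goes from 307 to 199.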

One is 3 kb upstream from the TSS and the second is 15 kb downstream of the TSS; both are bound by SOX2. Distal regulatory elements are thought to regulate genes through physical proximity within the space of the nucleus (De Laat & Duboule, 2013). To determine whether the regulatory elements around the *Klf2* gene are interacting with the *Klf2* promoter, we made use of Micro‐Capture‐C (MCC), a basepair resolution chromosome conformation method (Hua *et al*, 2021). Our analyses show that both the proximal and the distal enhancer interact with the *Klf2* promoter (Fig 6A), further suggesting that these elements are functional in driving *Klf2* gene expression.

**Figure 6:**
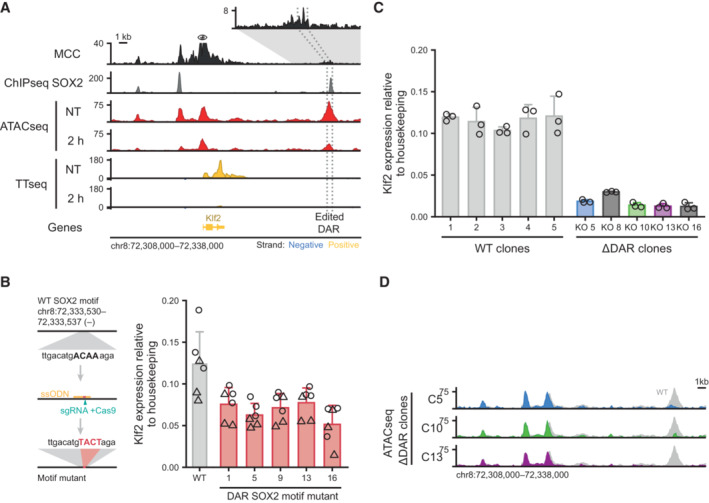
*Klf2* transcription is dependent on a downstream regulatory element that is in physical proximity with the promoter Genomic tracks showing physical interactions with the *Klf2* promoter measured by micro‐capture‐C (MCC). SOX2 binding measured by ChIPseq is shown for the untreated (NT) condition. ATACseq and by TT_chem_seq data is shown for NT and 2 h dTAG‐13 treatment in SOX2‐FKBP cells. The eye symbol indicates the viewpoint for MCC. Contacts with a downstream DAR is shown in the zoomed‐in inset. Dotted lines indicate the region targeted for deletion. *Y*‐axes indicate reads per genomic content (RPGC).Left: schematic of the procedure to mutate the SOX2 motif. Right: bar plot showing Klf2 expression in wild‐type (WT) and mutant clones for the SOX2 motif. Error bars indicate standard deviation for three biological replicates. Two primers set (circle and triangle) are indicated.Barplot showing *Klf2* expression in clones with intact (WT) and disrupted DAR (∆DAR) indicated in (A), as measured by RT–qPCR normalized to the *Rsp26* housekeeping gene. Bar heights indicate means and error bars indicate standard deviation for three biological replicates.Genomic tracks showing ATACseq signal around the *Klf2* locus upon knockout of the DAR indicated in (A) in three ∆DAR clones. In gray, accessibility of the NT sample in (A) is shown for comparison. *Y*‐axes indicate reads per genomic content.

In order to demonstrate that our prediction of functional regulatory elements based on differential ATACseq and TT_chem_seq is correct, we wanted to genetically address the causality. We used CRISPR‐Cas9 coupled with homology directed repair (HDR) to mutate the core SOX2 motif within the DAR region 15 kb downstream of *Klf2*. The mutation is expected to impair SOX2 binding, while keeping the surrounding DNA sequence intact. We selected 5 clones homozygous for the motif mutant and measured *Klf2* expression levels by qPCR (Figs 6B and Fig EV5A and B). We find that mutation in the SOX2 motif leads to a ~45% downregulation of the *Klf2* gene. To determine whether there is additional signal present in the regulatory element we decided to also disrupt the surrounding sequence. We used CRISPR‐Cas9 genome editing to homozygously disrupt the downstream putative regulatory element (Fig EV5C and D) and selected 5 clones in which the putative regulatory element was disrupted. In these clones, and a corresponding set of wild‐type clones, we measured *Klf2* expression levels using RT–qPCR (Figs 6C and EV5E). In all the mutant clones the level of *Klf2* was drastically decreased, by ~85% on average, showing that the region indeed serves as a cis‐regulatory element that enhances gene expression. These results show that SOX2 is critically important for driving *Klf2* expression through this distal regulatory element. However, the regulatory information is conferred by the SOX2 binding site in combination with the surrounding sequence.

**Figure EV5:**
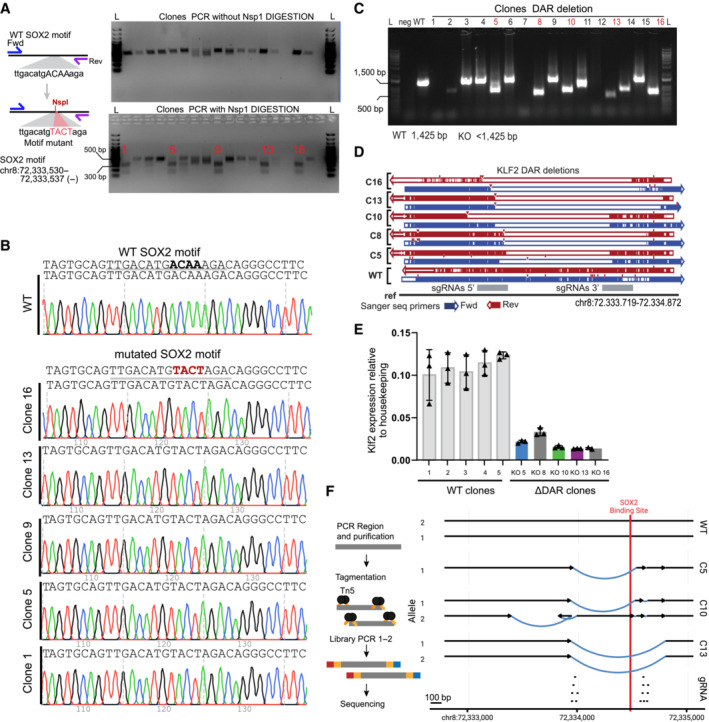
Validation of genome editing of DAR KO and *Klf2* gene expression Left: schematic of the procedure used for editing and selection of clones with homozygous mutation of the motif. Right: Top, DNA gel electrophoresis of the PCR product related to region selected for point mutant. Bottom, digestion of the PCR product (top) using NspI. Homozygous clones show 2 bands. Unedited clones show 1 band. L, ladder.Sanger tracks for WT and motif mutant clones.Gel electrophoresis of PCR for genotyping disruption of the DAR region in clones from the gene edited SOX2‐FKBP parental cell line. Primers amplifying the targeted regions were used to control for the homozygous disruption compared to WT amplification. L: ladder, Neg: water control, DAR KO clones: clones selected for genotyping. In red, clones selected for further experiments.Validation of the disruption using Sanger sequencing in clones compared to non‐edited clones. Blue: forward primer, red: reverse primer, gray: region targeted by sgRNAs 5′ and 3′ of the DAR.RT–qPCR of *Klf2* expression, similar as Fig 5B, but using an alternative set of primers, in 5 parental clones and the DAR KO clones. Expression is relative to housekeeping gene *Rsp26*. Error bar represent standard deviation of three biological replicates.Left panel shows simplified overview of the amplicon sequencing procedure. Right panel shows the most likely assembly based on the amplicon sequencing of the DAR regions in WT and KO clones. Region targeted by sgRNAs are shown at the bottom. Arrows indicate the centromere to telomere orientation. Black lines shows assembled sequence that is identical to the reference sequence. Blue lines show structural variants identified in the clones. Red indicates position of the SOX2 binding motif overlapping with a SOX2 ChIPseq peak.

The genomic region surrounding Klf2 contains three SOX2 binding sites that lose accessibility upon SOX2 depletion. Genetic disruption of the 15 kb downstream regulatory element leads to a sizeable (i.e., ~85%) decrease in transcription. We wondered whether the nearby regulatory elements that purportedly also contribute to expression of Klf2 are affected in their accessibility in the disruption clones. To test this, we performed ATACseq in three of the clones (Fig 6D) and could detect hardly any changes in accessibility of the upstream elements. Therefore, we conclude that accessibility of the upstream regulatory regions maintained in an autonomous manner and not influenced by the downstream element. Because ATACseq on the edited clones showed some residual ATAC signal at the DAR, this suggested that the genomic region was not fully deleted. To determine the nature of the disruption of the DAR, we PCR amplified a 2.3 kb region overlapping the DAR and performed paired‐end Illumina sequencing (Fig EV5F). This enabled us to assemble the locus following genome editing. For clone 13 we observe a deletion, which is consistent with the lack of sequence reads in the ATACseq. In clone 5 we observed a slightly smaller deletion, but the ATACseq still detects sequence reads in this locus which suggests that the allele is still found in the genome, but was not amplified in our PCR. Interestingly, clone 10 shows a complex pattern of rearrangements following the genome editing. One allele in this clone still harbors an intact SOX2 binding motif, while the upstream sequence is rearranged. These results combined with the motif mutation results suggest that, not only the presence of SOX2 binding motifs, but the integrity of the entire locus is essential for proper enhancer activity. Our genome editing results show that using inducible depletion of a pioneer factor coupled to nascent transcription and chromatin accessibility mapping enables us to determine functional cis‐regulatory elements that are necessary for transcription.

## Discussion

Here we use acute protein depletion to determine the dynamics of chromatin remodeling induced by pioneer transcription factors. We find that loss of SOX2 leads to a rapid loss of accessible sites in the genome. We find that already within half an hour of depletion over a thousand open chromatin sites are significantly decreased in accessibility. This is consistent with a previous study that showed rapid loss of accessibility following OCT4 depletion (Friman *et al*, 2019). Our observations are also in line with recent reports that used catalytic inhibitors of the SWI/SNF complex or a molecular degrader of SWI/SNF complex member BRG1 that showed that loss chromatin remodeling activity results in a rapid change in the open chromatin landscape (Iurlaro *et al*, 2021; Schick *et al*, 2021; Xiao *et al*, 2022). This indicates that continuous activity of both the transcription factors and these complexes is required for the maintenance of open chromatin. Our results show that maintenance of open chromatin is a highly dynamic process. The fast and direct effects on chromatin and gene expression emphasize the importance of studying the early molecular events that are in play that can lead to transition to a different cell state.

### Open chromatin sites are highly predictive for gene expression dynamics

One of the challenges of assigning functionality to the regulatory landscape of cells is that the number of putative regulatory sites is often much larger than the number of genes. How these regulatory elements collaborate to drive gene expression is an important unresolved question. We have developed a statistical framework to predict changes in transcription based on changes in chromatin accessibility. We show that integrating acute protein depletion methods with direct read‐outs of chromatin features (e.g., ATACseq) and transcription (with TT_chem_seq) is a powerful combination to identify functional accessible chromatin sites. The highly dynamic nature of the open chromatin sites means that non‐acute methods will be much less accurate in predicting the transcriptional changes, because indirect effects start to play an important role once secondary regulators are up‐ or downregulated. An example of this is the *Klf2* gene, which encodes for a transcription factor and rapidly loses expression following SOX2 depletion and may in turn regulate other genes.

We find that the highest predictive power is attained when we use a function where weights are assigned in a decreasing manner from the TSS of a gene. This seems to mimic the decreasing contact frequency that is observed as a consequence of polymer dynamics of the chromatin fiber (Zuin *et al*, 2022). Although the optimal predictive power is reached when we use a distance of 20 kb, we would like to note that our analyses do not rule out regulation over larger distances. However, our results strongly suggest that the majority of gene regulation occurs relatively close to the promoter of a gene. Activation of genes by enhancers over larger distances may depend on the presence of additional regulators such as CTCF and cohesin (Kubo *et al*, 2021; preprint: Rinzema *et al*, 2021). A complicating factor in predicting regulation over larger distances is that although it may result in the correct prediction of genes that are dependent on a particular long‐distance enhancer, it will also result in an even stronger increase in false positive predictions. How the cell can make the correct decision to upregulate the correct gene is an important question for the future. One possibility is for instance promoter enhancer compatibility (Martinez‐Ara *et al*, 2022), which is something that we cannot easily explore in our system.

Our results clearly show that SOX2 pioneer activity is a stronger predictor for changes in transcription than SOX2 binding on its own. In fact, SOX2 binding sites where we detect no changes in accessibility effectively have a much weaker predictive power for changes in transcription. This has important implications for how to interpret genome‐wide binding data, particularly for pioneer factors. How pioneer factor activity and the formation of accessible sites contribute to gene expression is not fully understood. It may create binding sites for secondary transcription factors (Isbel *et al*, 2022) which, in turn, recruit co‐factors such as Mediator (Allen & Taatjes, 2015). The compendium of genomic regions that are directly controlled by pioneer factors that we describe here can serve as a starting point for further investigating these questions. The degron lines that we have developed are a powerful tool for these future research questions. What the function of SOX2 binding at non‐pioneer sites is—if any—is an interesting question for the future, although our results suggest that SOX2 binding alone is involved in gene expression regulation to a much lesser degree.

What distinguishes genomic regions where SOX2 exerts pioneer activity from regions where SOX2 is merely binding is unknown? Although binding levels of SOX2 seem to be higher on average, there is a stronger association with mSWI/SNF subunit SS18 and there seems to be enrichment of the histone modification H2BK20ac no definitive combination of factors could be defined that discerns the pioneer regions from non‐pioneer regions. Most likely, the difference is also encoded in the DNA. However, current basic models using TF binding motifs cannot yet help in distinguishing these sites. Likely, the defining features are higher‐order interactions that are not captured by the current model. Deep learning methods such as convolution neural networks (Avsec *et al*, 2021) should be able to capture these interactions. We expect that datasets like the one presented here can aid in the delineation of functional regulatory elements based on genomic sequence, which can in turn help to predict the effect on mutations in regulatory elements.

Following the genetic disruption of the upstream *Klf2* regulatory element only 15% of Klf2 expression remains. We identified two elements flanking the *Klf2* gene that both lose accessibility following SOX2 depletion. We can consider two models for the regulation by these elements, an additive and a super‐additive model. In the additive model gene expression is the sum of activity of the flanking regulatory elements. This would mean that the distal downstream element drives 85% of expression and the proximal element a much smaller part of expression. Massively parallel reporter assays show that the both elements drive expression in roughly equal measure in an episomal context (Martinez‐Ara *et al*, 2022). An alternative is a super‐additive model in which multiple weak enhancers synergistically activate gene expression to a higher level than would be predicted from the sum of all enhancer activities. This behavior has been observed for in the *Fgf5* locus (Thomas *et al*, 2021). Further genetic dissection of the *Klf2* locus is required to determine the mode of action in this locus.

### A model for SOX2 dependent regulatory element establishment

We have shown that not all SOX2 binding sites that are accessible lose accessibility and our computational analyses give insight into which additional factors assist SOX2 in maintaining the accessible state. Apart from SOX2, SS18 is the most predictive protein for differential accessibility following SOX2 depletion. Our separation of function assays showed that SOX2 needs both its DNA binding domains and the transactivation domain for the formation of open chromatin. Based on our data we propose the following model: SOX2 binds to its cognate binding site, which can be the compound site with OCT4 or the sites where it binds alone or with a different factor. CryoEM models have shown that binding of OCT4 and SOX2 partially disrupt the DNA interface with the histone octamer (Dodonova *et al*, 2020; Michael *et al*, 2020). However, our reconstitution experiments have shown that the DNA binding domain alone, which was used in the CryoEM experiments, is not enough to maintain accessible chromatin. Rather, both the DNA binding domains and the transactivation domains are necessary for the maintenance of open chromatin. We therefore propose that following binding, it recruits the SWI/SNF complex through its transactivation domain, resulting in the remodeling of the nucleosomes around the binding site. Furthermore, the genomic regions that are kept in an accessible state by SOX2 are enriched for acetylated histone modifications such as H2BK20ac, H3K64ac, and H3K27ac. The latter two are known to be a consequence of the activity of the p300 acetyltransferase (Di Cerbo *et al*, 2014; Dancy & Cole, 2015; Pradeepa *et al*, 2016), but whether p300 is directly recruited by SOX2, a secondary consequence of SOX2 binding or recruited through a parallel mechanism remains to be determined. Recent results have also shown that acetylated histone tails promote cooperativity between SOX2 and OCT4 (Sinha *et al*, 2023). Furthermore, acetylation of histones is thought to change the electrostatic interaction of DNA with the histone octamer which could assist the nucleosome remodelers in creating accessible sites as a direct consequence of SOX2 binding. An elegant recent study examined the remodeling of nucleosomes by Nanog, Pouf5f3 and Sox19b during zygotic genomic activation in zebrafish. These orthologs of NANOG, OCT4 and SOX2 were able to remodel nucleosomes more efficiently when nucleosome occupancy was high, suggesting that the proper positioning of nucleosomes can be a contributor to pioneer activity (Miao *et al*, 2022). Specific nucleosome positions may arrange the binding site of the pioneer factor such that it can be bound more efficiently (Michael & Thomä, 2021).

Our results emphasize the importance of using acute depletion tools to dissect direct and indirect relationships in the gene regulatory network. Furthermore, they enable the distinguishing of functional and non‐functional binding sites of a specific transcription factor. These two features combined should ultimately lead to improved models for how transcription factors induce gene expression changes as a consequence of developmental cues or external stimuli.

## Materials and Methods

### Cell lines

Mouse Embryonic Stem Cells E14Tg2A (129/Ola) cell lines were cultured on 0.1% gelatin‐coated plates in serum‐free DMEM/F12 (Gibco) and Neurobasal (Gibco) medium (1:1) supplemented with N‐2 (Gibco), B‐27 (Gibco), BSA (0.05%, Gibco), 10 × 4 U of Leukemia Inhibitory Factor/LIF (Millipore), MEK inhibitor PD0325901 (1 μM, Selleckchem), GSK3‐β inhibitor CHIR99021 (3 μM, Cayman Chemical) and 1‐Thioglycerol (1.5 × 10^−4^ M, SigmaAldrich). The cell lines were passaged every 2 days in daily culture. The OCT4‐FKBP (v6.5 mESC) were kindly provided by Richard Young (Boija *et al*, 2018). E14 mESC were used for NANOG and SOX2 (IB10 mESC) targeting. For depletion treatment, the OCT4‐, SOX2‐, NANOG‐FKBP (Liu *et al*, 2020) cell lines were treated with a final concentration of 500 nM dTAG‐13 or DMSO (NT, not treated). For time course experiments, cells were seeded overnight and treated the next day, by inducing protein depletion at different time points and harvesting at the end of the time course. Prior to treatment medium was refreshed. DMSO and dTAG was added in parallel. For wash‐off experiments, cells were passaged and maintained in medium without dTAG‐13.

### Gene targeting

For the knock‐in of the *FKBP* sequence at the genes of interest, we used previously described plasmids and approach (SOX2 fkbp‐donor, Addgene # 175552; SOX2 sgRNA, Addgene #175553; NANOG donor, Addgene # 175554; NANOG sgRNA, Addgene # 175555) Briefly, cells were transfected with the plasmids containing the gRNA sequence and the donor plasmid designed to include the FKBP‐2xHA‐P2A‐[GFP/mCherry] in between two homology arms for the gene of interest. After transfection, cells were sorted in 96‐well plates and manually picked for genotyping using PCR and western blot. Homozygous clones responding to dTAG‐13 were used for experiments. Primers used are listed in Dataset EV2.

### Western blotting

Cells were harvested and lysed in RIPA lysis buffer (150 mM NaCl, 1% NP‐40, 0.5% sodium deoxycholate, 0.1% SDS, and 25 mM Tris (pH = 7.4)). A 10% SDS–PAGE gels were used to separate proteins. Protein was transferred to a pre‐activated PVDF membrane using Trans‐Blot Turbo Transfer System (Bio‐Rad). The blots were incubated with the following primary antibodies overnight at 4°C: SOX2 (1:1,000, D9B8N, Cell Signaling), GFP (1:1,000, ab6673, abcam) and as loading control HSP90 (1:2,000, 13171‐1‐AP). After incubation, the blots were washed three times with TBS‐0.1% Tween‐20. The blots were then incubated with secondary antibody against rabbit IgG at room temperature for 1 h, following by 3‐time TBS‐0.1%‐Tween‐20. The proteins attached with antibodies were hybridized with Clarity Western ECL Substrate reagent (Bio‐Rad) and visualized in a ChemiDoc MP Imaging System (Bio‐Rad).

### ATACseq

Chromatin accessibility was assessed using the previously established protocol for ATACseq (Buenrostro *et al*, 2013). Briefly, cells were harvested and washed 1× in cold PBS. 50,000 cells were counted and nuclei were lysed using 2× lysis buffer (1 M Tris–HCl pH 7.5, 5 M NaCl, 1 M MgCl2, 10% IGEPAL). Cells were spun down incubated for 1 h at 37°C in tagmentation buffer (20 mM Tris(hydroxymethyl)aminomethane; 10 mM MgCl2, 20% dimethylformamide, brought at pH 7.6 with acetic acid) containing custom Tn5 produced by the NKI in‐house Protein Facility. For amplification of the tagmented DNA, two rounds of PCR were used using KAPA kit amplification protocol and sequencing adapters were included during the PCRs for library preparation. Fragments smaller than 700 bp were purified using SPRI beads selection. Quality of the libraries was checked on a Bioanalyzer before sequencing. All ATACseq experiments for NANOG and OCT4 depletion were done in duplicate and for SOX2 we performed experiments in duplicate as well as in an independent biological clone.

### Genome editing of Klf2 regulatory element

For deletion of the *Klf2* downstream regulatory region, SOX2‐FKBP cells were used. CRISPR‐Cas9 was used to induce the deletion using sgRNAs targeting sites flanking the region. sgRNAs were cloned into a plasmid expressing GFP (Plasmid #111596, Addgene). The unmodified PX330 plasmid (Plasmid #42230, Addgene) was delivered into the cells to express the Cas9 protein. Plasmids containing the sgRNA and Cas9 were co‐transfected into the cells with nucleofection Kit Amaxa (VPH‐1001) following the manufacturer's protocol using the A030 program. After 2 days, single GFP positive cells were sorted in a 96 well plate precoated with 0.1% gelatin and expanded. Clones were manually picked and expanded for further experiments. Clones were genoptyped for the homozygous disruption using PCR and Sanger was used to validate the disruption with primers spanning the sites of editing.

For mutation of the SOX2 Motif sequence SOX2‐FKBP cells were used. CRISP‐Cas9 and a sgRNA targeting the locus was cloned into a CAS9‐GFP expression plasmid (Plasmid #111596, Addgene). Modification of the locus was achieved co‐transfecting a repair template designed to contain the desired mutation and 80 bp homology arms. The repair template was ordered as Altr‐R ssODN template and 100 μM were co‐transfected with 1 μg sgRNA‐Cas9‐Egfp plasmid with nucleofection (Kit Amaxa (VPH‐1001), A030 program). After transfection the DNA‐PK inhibitor M3814 was added to the medium (1 nM). Transfected cells were sorted for GFP positive cells after 2 days in bulk and further expanded. After 1 week, live cells were re‐sorted in single cells and clones were isolated. Clones homozygous for the editing were further expanded and used for analysis.

### *Klf2* gene expression RT–qPCR

Clones for the homozygous modifications were expanded. Clones from the parental cell were obtained to control for the endogenous variation of *Klf2* gene expression. RNA, DNase I treated, was isolated in triplicates from cells using RNeasy Kit (Qiagen cat #74106). Purified RNA was retro‐transcribed into cDNA with the iScript cDNA synthesis kit (Biorad). Expression of the *Klf2* gene was quantified with RT–qPCR, with primers for *Rps26* and *Klf2* genes using SensiFast No‐Rox kit (Bioline). The expression of Klf2 gene was calculated using the 2^−∆∆Ct^, normalizing over the housekeeping *Rsp26* expression. Primers used are listed in Dataset EV2.

### Amplicon sequencing

To characterize the deletion at the downstream *Klf2* DAR we performed amplicon sequencing. The genomic region corresponding to the region of interest was amplified using PCR using primers amplifying a 2 kb region, spanning the putative deletion site. The PCR product was purified using Qiagen PCR purification Kit (cat n. 28106) and the product was tagmented using 0.02 mg/ml Tn5 for 10 min at 55°C. The reaction was stopped by adding 0.02% SDS for 5 min at 55°C. Similar to the ATACseq protocol, tagmented DNA was used as input for library preparation and amplified by KAPA HiFi DNA polymerase, following the manufacturer's protocol. Libraries size was checked on Bioanalyzer and samples were sequenced on a MiSeq Nano, paired end 250 bp reads length.

### Ectopic expression of SOX2 domain mutants for ATACseq

SOX2 protein sequence (uniprot #P48432) was used as a reference for identifying the HMG (DNA binding domain), TAD (trans‐activation domain) and full length of SOX2 protein, and the corresponding mRNA sequence was used to create the truncation of the proteins. The SOX2 endogenous start codon was added to promote expression of the domains. An eGFP cassette was included in the design to be in‐frame with the different domains and used for selection of domains expression. The designed constructs were ordered from Twist Bioscience and cloned into an expression vector with the EIF1A promoter. The eGFP only vector was used as control. Plasmids (5 μg/10^6^ cells) were transfected into SOX2‐FKBP degron cells with nucleofection following the AMAXA protocol and A030 program. For each plasmid, 5 million cells were transfected and then seeded dividing the total volume of cells into two plates pre‐coated with 0.1% gelatin. At 46 h after nucleofection cells were treated with DMSO or 500 nM dTAG‐13 to deplete the endogenous SOX2‐FKBP. At 48 h cells were harvested and GFP positive cells were sorted and ATACseq was performed directly after sorting.

### ChIP‐seq

Chromatin immunoprecipitation (ChIP) was performed using available protocol (King & Klose, 2017) with some modifications. For ChIP‐seq experiments, cells were expanded and harvested at the end of the time‐point for chromatin isolation. Chromatin was fixed using double cross‐linked protocol. DSG (disuccinimidyl glutarate) (2 mM final concentration) was added to cell suspension for 45 min at RT. Formaldehyde was then added (to a concentration of 1%) for an additional 15 min. Reaction was quenched with Glycine (2 M). 5 million cells were harvested for each IP. Cells were lysed lysis buffer 1 (50 mM Hepes, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% N40, 0.25% Tx100), followed by buffer 2 (10 mM Tris, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) and then kept in buffer 3 (10 mM Tris, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na‐DOC, 0.5% lauroylsarcosine). Chromatin was sheared on Bioruptor Pico (Diagenode) for 5–7 cycles. Shearing of chromatin was controlled on agarose gel and shearing was stopped when reaching an average size of chromatin from 200 to 1,000 base pairs. Protein beads (DyanaBeads) were prepared and coupled for 6 h to the antibody of interest. Before adding chromatin beads/antibodies were washed in PBS‐BSA 0.5% and then washed three times. Chromatin was added to beads‐antibodies overnight. Samples were washed in RIPA buffer cold RIPA (50 mM Hepes, 500 mM LiCl, 1 mM EDTA, 1% NP40, 0.7% Na‐DOC) 10 times. Followed by one extra wash in TBS buffer (20 mM Tris, 150 mM NaCl) and chromatin was eluted (50 mM Tris, 10 mM EDTA, 1% SDS). DNA was decrosslinked overnight at 65C and treated with RNaseA for 1 h at 37°C. Followed by Proteinase K treatment (0.1 mg/ml) AT 55°C for 1 h. DNA was finally eluted and purified using miniElute PCR purification kit (Qiagen). DNA fragments were used for library preparation following KAPA HTP Library preparation Kit (Roche).

Antibodies used in this study: HA (ab9110 10 μg per ChIP), anti SOX2 (SOX2; AF2018, R&D Systems; 5 μg per ChIP). OCT4 (OCT4; AF1759, R&D Systems; 5 μg per ChIP). 10% of chromatin was used as input.

### TT_chem_seq

Libraries for TT_chem_seq were prepared following a published protocol (Gregersen *et al*, 2020). SOX2‐FKBP cells were seeded and the day after treated with 500 nM of dTAG‐13 (0.5, 1, 2, 6 hpd) or DMSO as control. Cells were labeled with 2 mM 4SU for 10 min. Total RNA was isolated and fragmented. The 4SU‐biotin labeled RNA was enriched using streptavidin coated MicroBeads. Libraries were prepared using KAPA RNA HyperPrep kits (Roche) using dual indexing adapters. Libraries were sequenced on a NextSeq 550.

### Quantitative mass spectrometry

For quantitative measure of protein abundance after dTAG treatment, cells from the SOX2‐FKBP and parental cells were expanded and treated with either DMSO or 500 nM dTAG‐13, for 30 min. Cells were harvested and 30 million cells per condition were centrifuged at 500 *g* × 5 min, washed with PBS and pellet was snap frozen. All samples were prepared in quadruplicate before analysis.

For protein digestion, frozen cell pellets were lysed in 5% SDS lysisbuffer, boiled and sonicated. Aliquots corresponding to 100 μg of protein were digested using S‐Trap micro‐columns (ProtiFi) according to the manufacturer's protocol. In short, samples were reduced and alkylated using DTT (20 mM, 15 min, 55°C) and IAA (40 mM, 10 min). The samples were acidified and a methanol TEAB buffer was added, prior to loading on the S‐Trap column. Trapped proteins were washed four times with the methanol TEAB buffer and then digested for 2 h at 47°C using Trypsin (Sigma). Digested peptides were eluted and dried in a vacuum centrifuge before LC–MS analysis.

Prior to mass spectrometry analysis, the peptides were reconstituted in 2% formic acid. Peptide mixtures were analyzed by nanoLC‐MS/MS on an Orbitrap Exploris 480 Mass Spectrometer equipped with an EASY‐NLC 1200 system (Thermo Scientific). Samples were directly loaded onto the analytical column (ReproSil‐Pur 120 C18‐AQ, 2.4 μm, 75 μm × 500 mm, packed in‐house). Solvent A was 0.1% formic acid/water and solvent B was 0.1% formic acid/80% acetonitrile. Samples were eluted from the analytical column at a constant flow of 250 nl/min in a 140‐min gradient, containing a 124‐min linear increase from 6 to 24% solvent B, followed by a 16‐min wash at 90% solvent B.

### Mass spectrometry data analysis

Raw data were analyzed by MaxQuant (version 2.0.1.0) using standard settings for label‐free quantitation (LFQ). MS/MS data were searched against the Swissprot Mus Musculus database (17,073 entries, release 2021_04) complemented with a list of common contaminants and concatenated with the reversed version of all sequences. The maximum allowed mass tolerance was 4.5 ppm in the main search and 0.5 Da for fragment ion masses. False discovery rates for peptide and protein identification were set to 1%. Trypsin/P was chosen as cleavage specificity allowing two missed cleavages. Carbamidomethylation was set as a fixed modification, while oxidation and acetyl (protein N‐term) were used as variable modifications. LFQ intensities were log_2_‐transformed in Perseus (version 1.6.15.0), after which proteins were filtered for 3 out of 3 valid values in at least one sample group. Missing values were replaced by imputation based on a normal distribution (width: 0.3 and downshift: 1.8). Differentially expressed proteins were determined using a Student's *t*‐test (threshold: FDR = 0.05 and S0 = 0.1).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD043672.

### Micro‐capture‐C

Micro‐capture‐C was performed as previously described (Hua *et al*, 2021). Cells were fixed with formaldehyde (2% (wt/vol)) for 10 min at room temperature and permeabilized with digitonin (0.005% (wt/vol)). 2–3 × 10^6^ cells were treated with MNase (NEB M0247) ranging from 10 to 30 Kunitz U in 800 μl of custom buffer (Tris–HCl pH 7.5 10 mM, CaCl_2_ 1 mM) for 1 h at 37°C. Ethylene glycol‐bis(2‐aminoethylether)‐N,N,N′,N′‐tetraacetic acid (EGTA) 5 mM (Sigma E3889) was added to quench the reaction. The reaction was centrifuged (5 min, 300 × *g*) and the supernatant discarded. The cells were resuspended in 1 ml phosphate buffered saline with 5 mM EGTA of which 200 μl was used to measure the digestion efficiency. The remainder was centrifuged (5 min, 300 × *g*) and the supernatant discarded. Cells were resuspended in DNA ligase buffer (Thermo Scientific EL0013) supplemented with dNTPs (dATP, dCTP, dGTP and dTTP; 400 μM final concentration of each (Thermo Fischer R0191)); EGTA 5 mM; T4 Polynucleotide kinase PNK 200 U/ml (NEB M0201L); DNA Polymerase I Large (Klenow) Fragment 100 U/ml (NEB M0210L) and T4 DNA ligase 300 U/ml (Thermo Scientific EL0013). The reaction was incubated at 37°C for 2 h followed by 20°C for 8 h using an Eppendorf Thermomixer at 500 rpm. The ligation reaction was centrifuged and the supernatant was discarded. The chromatin was decrosslinked with proteinase K at 65°C (> 2 h) and the DNA was extracted. Double oligonucleotide capture was performed as previously described (Davies *et al*, 2015). Data were analyzed with a custom analysis pipeline specifically developed for MCC data analysis.

### Data preparation

Sequencing data from ATACseq, ChIPseq, and TT_chem_seq were mapped to the mm10 reference genome with the bwa program version 0.7.17‐r1188 using the command “bwa mem ‐M” (Li & Durbin, 2009). Alignments were filtered with samtools version 1.10 using “samtools view ‐h ‐b ‐q 10” (Li *et al*, 2009). Alignments were deduplicated using the “MarkDuplicates” command from Picard tools version 2.12.0, using the argument “REMOVE_DUPLICATES = true”. For TT_chem_seq data, alignments were split up by strand as described in (Gregersen *et al*, 2020). For ChIPseq data, peaks were called using MACS2 version 2.2.7.1 with the argument “‐g mm ‐f BEDPE –keep‐dup‐all” using an input sample as the “control” argument (Liu, 2014). We conducted the rest of the analyses in R version 4.0.5 and Bioconductor version 3.12 (Huber *et al*, 2015). Bigwig coverage tracks were created using the GenomicRanges, rtacklayer and GenomicAlignments R/Bioconductor packages (Lawrence *et al*, 2009, 2013), scaling coverage to 1× genome size (reads per genomic content).

### Identification of DARs

To identify DARs, peak calling was performed on merged data from timeseries experiments for the SOX2‐FKBP line and all three degron lines separately, using MACS2 version 2.2.7.1 with the arguments “‐g mm –nomodel –keep‐dup all”. Subsequently, the number of overlapping paired‐end fragments was counted per peak. Peaks were subsequently filtered by requiring every peak to have more than 10 reads in more than 2 samples for the SOX2‐FKBP experiment and, separately, more than 10 reads in more than 6 samples for all three degron lines. Differential accessibility analysis was performed by using DESeq2 with the design argument set to “~ time” for the SOX2‐FKBP line and “~ genotype + time + time:genotype” for all three degron lines. The “nbinomWaltTest()” function was used with default arguments to estimate peak‐wise *P*‐values and effect sizes assuming the null hypothesis that there was no change over time. The results were generated per timepoint using the “results” function with the contrast specifying a timepoint against non‐treated with the argument “alpha = 0.05”. A peak was considered differentially accessible when the false discovery rate corrected *P*‐value was below 0.05.

For finding a set of nDARs that are stable for Figs 5A and EV4A, we used the “results” function with the arguments “altHypothesis = ‘lessAbs’, lfcThreshold = 1” and considered a peak stable when the false discovery rate corrected *P*‐value was below 0.05. We then used the top *n* peaks with the smallest log_2_ fold change as the stable set, where *n* is the number of DARs under consideration.

For finding a set of comparable nDARs for the SOX2‐FKBP line, we calculated the log_10_ + 1 transformed maximum coverage at 500 bp regions centered on the summit of ATACseq peaks of both non‐treated ATACseq and non‐treated SOX2 ChIPseq tracks. We used the “matchRanges” function in the nullranges package (Davis *et al*, 2023) with the ATACseq and ChIPseq heights as the covariates, in addition to using the “method = ‘stratified’” argument.

### Analysis of DNA binding motifs

Motif position weight matrices (PWMs) were taken from the JASPAR 2020 core vertebrate dataset as provided in the JASPAR2020 R/Bioconductor package (Castro‐Mondragon *et al*, 2022). After matching PWMs to corresponding genes and filtering the PWMs on expression of the DNA binding factor, 408 PWMs were retained for further analysis. The presence or absence of a PWM match in a peak was determined using the motifmatchr R/Bioconductor package (Schep, 2020). Motif enrichment was determined by using logistic regression wherein peak set membership, along with peak specific GC fraction and total number motifs found in a peak, was used to model the absence or presence of a motif in a peak. The coefficients for peak set membership were used as the effect size (log odds ratio) and significance was tested using the Wald test in this model.

### Quantification of accessibility dynamics

A selection of peaks was made by using the DESeq2's likelihood ratio test “nbinomlrt()” using “~ 1” as the reduced model and “~ time” as the full model. Peaks that had an FDR‐corrected *P*‐value below 0.05 were kept for further analysis. Library size normalized counts per peak were rescaled to a minimum of 0 and maximum of 1. The “drc” R package (Ritz *et al*, 2015) was used to fit log‐logistic curves to the data, which uses the following formula:

$$f\left(t\right)=A+\frac{K-A}{{\left(1+e^{B\left(\log\left(t\right)-\log\left(T_{50}\right)\right)}\right)}^{f}}$$

wherein *t* is the sampled time, *A* and *K* are the lower and upper asymptotes respectively, *B* is the slope at the inflection point *T*_50_, and *f* is also known as the Hill exponent. Multiple parameterizations of models were fit, wherein *B* and *T*_50_ were estimated every time, whereas in some models *A*, *K* and *f* were fixed at 0, 1 and 1 respectively. To balance model complexity and goodness of fit between different models, the difference in Akaike's information criterion (ΔAIC) was used to select the simpler model when the ΔAIC was less than 2. Moreover, we used the “lm()” function to fit the data with three polynomial models of 0^th^ up to 2^nd^ degree. Log‐logistic models were preferred over 2^nd^ degree polynomial when the ΔAIC < 2, whereas 0^th^ and 1^st^ degree polynomials were preferred over log‐logistic models when ΔAIC < 2. Of the 15,906 DARs that were selected initially, the *T*_50_ of 9,692 DARs (for which the log‐logistic models were preferred) are used in Fig 3.

### Analysis of TT_chem_seq data

To determine transcribed units (TUs), all TT_chem_seq data was pooled per strand, the genome was tiled into 200 bp bins and middle‐fragment positions were counted. The tiles were then discretized into low and high transcriptional states with a 2‐state hidden Markov model using Poisson‐Lognormal distributions with the STAN R/Bioconductor package (Zacher *et al*, 2020). Runs of consecutive bins of the same state (ignoring single‐bin interruptions) were then merged to form putative TUs. Putative TUs were then filtered to have more than 25 overlapping fragments. These TUs were then refined to basepair position by finding positions in a 400 bp window where the positive difference between two consecutive coverage positions exceeded a threshold of 1. The putative TUs were then associated to genes in the RefSeq annotation (O'Leary *et al*, 2016). TUs associated with multiple small genes (such as miRNAs, Jaccard index between TU and annotated gene < 0.02) were annotated as such. TUs associated with multiple, larger genes were split when an annotated transcription start site (TSS) internal to the TU was observed to be followed by an increased wave of transcripts. We required these TSSs to be followed by a median increase in coverage of 5 fragments within a 2 kb window centered at the annotated TSS, relative to 5′ of the TSS. Subsequently, fragments were counted in the resulting TUs. TUs were further filtered to have more than 10 fragments in at least two samples, after which they were subjected to differential expression analysis with the DESeq2 R/Bioconductor package (Love *et al*, 2014). The “nbinomWaldTest()” function with default arguments was used to test the contrasts of treatment time against untreated.

### Prediction of downregulated DEGs

First, various association rules were used to associate peaks with genes. The TSS was taken empirically from the TT_chem_seq data rather than from other annotations. The “distance threshold” rule took every peak with some distance to the TSS of a gene. The “basal + extension” rule associated peaks within a basal domain and in an extended domain (until another gene's basal domain was encountered) (McLean *et al*, 2010). The “KNN, many TSSs one peak” rule searched for the *k* nearest genes for every peak, and the “KNN, one TSS many peaks” searched for the *k* nearest peaks for every gene. For every gene in consideration, the associated peaks were counted by category (down DAR, nDAR or up DAR). These counts were then used in a logistic lasso regression model to predict a yes/no outcome for gene expression status (DEG or nDEG), using the glmnet R package version 4.1‐3 (Friedman *et al*, 2010). Stable control nDEGs were chosen such that their average transcription are similar to the DEGs under consideration and moreover fail to reject the null hypothesis of a Kolmogorov‐Smirnoff test that the distributions are equal. Because such nDEGs were more numerous than DEGs, these could be re‐sampled to estimate variability in predictions. Appropriate parameters for the association rules were determined by performing a parameter sweep, and choosing a distance, *k*, extended and basal domains, that minimized cross‐validation error. Because a simple distance threshold outperformed other association rules, we explored other distance‐based weighting schemes.

Second, for the kernel‐based predictions, a 10 Mb window around the TSS was used to putatively associate peaks to a gene. Every gene‐peak association was then weighted by the distance between the TSS and the summit of a peak according to the kernel functions, which heavily penalize far‐distance associations. These were then summarized per gene by taking the sum of weights of all putatively associated peaks for every category of peak. These weighted sums per peak categories were then used as predictors in a similar logistic regression model as described above. Again, appropriate parameters for the kernel functions were found by performing a parameter sweep over various distances and choosing these such that they have minimal cross‐validation error. Further predictions were performed for the downregulated DEGs at 2 h, using the (truncated at 5 Mb) Cauchy density function as the kernel function with the “scale = 20e3” argument in R's “dcauchy()” function, and the down DARs, nDARs and up DARs at the 2 h dTAG treatment contrast were used as the predictor categories. Predictions in Figs 5C and EV4D also used SOX2 binding sites as determined by ChIPseq as predictors.

### Random forest classification with Cistrome data

Data for mouse factors and histones were downloaded as batches from the Cistrome Data Browser website (http://cistrome.org/db/) and listed in Dataset EV1. Datasets were enriched from datasets from embryonic stem cells by filtering for the following inclusion and exclusion criteria. Inclusion criteria (i) the cell line was described as “V6.5”, “E14” or “Mouse embryonic stem cells”, (ii) the cell type was described as “Embryonic Stem Cell” or “Stem Cell” and (iii) the tissue was described as “Embryo”. Exclusion criteria were (i) cell types described as “Embryonic Cortex”, “B lymphocyte”, “Embryonic Fibrobtst”, “Fibroblast”, “Lymphocyte”, “Junction cell”, “Neuron”, “Epithelium”, “Hemangioblast”, “Mesodermal Progenitor Cell”, “Progenitor Cells, Mesenchymal”, “Trophoblast Giant Cell” or “Trophoblast Stem Cell” and (ii) tissues described as “Brain”, “Colon”, “Ectoderm”, “Endoderm”, “Intestine” or “Liver”. Moreover, datasets were filtered out that had less than 1,000 peaks in standard chromosomes, or that had no or multiple associated factors or histones (notably, FAIREseq data and a single H3K9ac, H3K14ac combined ChIPseq dataset). The filtered datasets we considered are listed in the “public_datasets_ev_used.xlsx” file. To filter for redundant factors, the Jaccard index was calculated between the dataset and the ATACseq peakset (regardless of DAR status). Per factor, datasets with the highest Jaccard index were kept for further analysis. After this filtering, we separately considered 233 factor datasets and 38 histone datasets as predictors for random forest classifications using the randomForestSRC R package (Ishwaran & Kogalur, 2022). The independent variable to predict was the downregulated DAR status of peaks, among matched control nDAR peaks. Variable importance with confidence intervals were calculated by subsampling inference, and reported variable importance is the normal‐Z subsampling confidence intervals with delete‐d jack‐knife estimator.

### Quantification and statistical analysis

Quantification of sequencing data was performed by mapping sequencing reads to the reference genome and counting fragments in features of interest. Statistical analysis was performed with R software version 4.0.5 in combination with Bioconductor version 3.12 R packages. The details are described in the methods and in the figure legends.

## Author contributions

**Elzo de Wit:** Conceptualization; supervision; funding acquisition. **Michela Maresca:** Conceptualization; data curation; formal analysis; writing – original draft; writing – review and editing. **Teun van den Brand:** Conceptualization; data curation; formal analysis; writing – original draft; writing – review and editing. **Hangpeng Li:** Methodology. **Hans Teunissen:** Methodology. **James Davies:** Methodology.

## Disclosure and competing interests statement

JD is a co‐founder of Nucleome Therapeutics and provides consultancy to the company. The remaining authors declare no competing interests.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures pdf Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

## Data Availability

Fastq files for all libraries have been deposited at NCBI database under GSE209529 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209529).

How the deposited data were processed for this re-analysis (not part of the article)

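The data are the ATACseq fragment counts per peak that the authors deposited for mouse embryonic stem cells with FKBP-tagged SOX2, OCT4 or NANOG, treated with dTAG-13, and the peak list that goes with them. The authors aligned paired-end reads to mm10 with bwa mem, kept alignments with a mapping quality of at least 10, removed duplicates with Picard, called peaks with MACS2 on merged libraries and counted overlapping fragments. The deposited counts are raw whole numbers, without normalization. The peak list holds, as the authors' values, a fold enrichment (a ratio to the local background) and a −log10 q-value for each peak of the merged libraries. These were not used to compare samples. Of 45 samples in the series, 31 have a column in the count table, and the other 14 were not analysed here.

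Peak positions are those of mm10. The reference used for sequence and annotation is the same build, and 0 of the peaks on assembled chromosomes end past a reference chromosome. Gene names and starts are from GENCODE vM21. Of 184964 peaks, 2 lie on the mitochondrial genome and 164 on unplaced or unlocalized contigs.

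Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05), which is the main test. DESeq2 1.42.0, the tool of the paper's methods, is an alternative. The SOX2-FKBP time course was fitted on 12 libraries and 160432 peaks with more than 10 counts in more than 2 libraries, and the 3 lines together on 27 libraries and 166430 peaks with more than 10 counts in more than 6. Common, SOX2 and OCT4 DARs are peaks lost at 2 h in both lines or in one of them. Both tests were checked on simulated data with 200 changed peaks. On 12000 changed peaks, edgeR recovered 53.0% and 4.92% of its calls were unchanged peaks, against 34.6% and 0.53% for DESeq2.

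T50 values were fitted in Python 3.11.15 on normalized counts scaled per peak, in place of the drc package. Motifs were matched in the peak sequence with fixed consensus patterns, where the paper used JASPAR weight matrices with motifmatchr. The POU octamer, SOX-POU composite and CTCF patterns allowed mismatches, and the SOX, KLF and ZIC patterns did not. Motif presence was compared by logistic regression with GC content and width in statsmodels 0.14.6. Named peaks are those the paper draws or describes, taken by position, and the 3 largest losses and gains at 2 h with a mean of at least 50 normalized counts and the same direction in both replicates. That mean is taken in the higher of the compared groups.

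Total counts lie between 1817191 and 17575631 per library. Libraries with the same replicate number deviate together in SOX2-FKBP (15 pairs of conditions, correlation 0.12 to 0.50) and OCT4-FKBP (6 pairs, 0.33 to 0.61), so the numbers pair the samples there. In NANOG-FKBP the 3 pairs of treated times deviate together (0.51 to 0.61) and the 3 pairs of NT with a treated time do not (-0.06 to 0.09), so the numbers were not taken to pair treated with NT libraries there. The design has no block, as in the paper. The samples' conditions, the tests, the rule for named peaks and these alternatives were set before the data were examined: DESeq2's test and size factors, total counts, loess offsets, other count filters, separate fits, the replicate block alone and with GC offsets, leaving out replicates, a 200 bp motif window and other ways to obtain T50. Chosen after seeing the data are total counts outside mitochondrial peaks, GC offsets without the block and chromosome copy number offsets. Standard errors of edgeR's fold changes are approximate.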

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

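The tests of chromosome bins, of GC-matched ratios and of the difference between lines under other offsets were chosen only after the result was seen. The tests of called peaks by chromosome and of treated replicate 2 of the NANOG-FKBP line were set before their results.

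The 2 h change differed between SOX2-FKBP and OCT4-FKBP cells at 2614 of the 166430 peaks, by the interaction term of edgeR's quasi-likelihood test. The change was more negative in SOX2-FKBP cells at 1991 of them and in OCT4-FKBP cells at 623. GC content bias between libraries would lower this number once GC offsets are used, but with GC offsets and the replicate block it was 7710, against 7313 with the block alone. Differences in chromosome copy number between replicates of a line would lower it with an offset per chromosome, and it was 2773. These values argue against GC content bias and against copy number differences between replicates as the whole cause. The offsets per chromosome hold each library's deviation from the mean of its own line. They therefore cannot test a copy number difference between the lines. The number also moves with the depth of the peaks tested, and was 733 of the 33328 peaks with at least 10 counts in every library. Each factor was depleted in its own line, so other differences between the lines stay open beside the factor itself and were not tested.

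Untreated OCT4-FKBP cells had 7.80% of their counts on chromosome 8 (7.94% in replicate 1 and 7.66% in replicate 2), above the 5.33% of untreated SOX2-FKBP cells (5.30% and 5.35%). The paper does not report counts by chromosome. The median log2 ratio of chromosome 8 peaks between these lines was 0.60, and 0.59 against peaks of the same GC content on other autosomes, which argues against GC content bias. A candidate explanation is a higher copy number of chromosome 8. It was taken to need at least 90% of the 10 Mb bins above the highest median of another autosome, and 10 of 13 bins (76.9%) were. That other autosome is chromosome 6, at 0.52, and all 13 bins were above the second highest, at 0.10. The bins of chromosome 8 lie between 0.46 and 0.80, so the difference was not confined to part of the chromosome either, and a higher copy number cannot be told apart from other causes by this test. No biological explanation was tested.

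Replicate 2 of untreated OCT4-FKBP cells had 7.76% of its counts on chromosome 6, against 6.53% in replicate 1 and 5.29% in untreated SOX2-FKBP cells. All 15 bins of chromosome 6 (100%) were above the highest median of another autosome when replicate 2 was compared with replicate 1. The bins lie between 0.17 and 0.42 on the log2 scale, and the highest other median was 0.06. Against peaks of the same GC content the median ratio was 0.26, and without matching 0.27, which argues against GC content bias. The values are consistent with a higher copy number of chromosome 6 in replicate 2, as a hypothesis. If this raised calls, losses at 2 h were to lie on chromosome 6 well above its share of the peaks tested. That share was 5.83%, and 6.91% of the OCT4-FKBP peaks lost at 2 h and 4.92% of those gained lay on chromosome 6. With an offset per chromosome, 6.49% of losses and 7.18% of gains did, so that the share of gains moved from below to above that of the peaks tested. Replicate 2 also had the higher share of counts at 2 h of depletion (7.48% against 6.40% in replicate 1). No number had been set for well above, so an effect of copy number on these calls cannot be told apart from none.

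Replicate 2 of untreated NANOG-FKBP cells had 7.39% of its counts on chromosome 8, against 5.73% in replicate 1. All 13 bins (100%) were above the highest median of another autosome, from 0.29 to 0.65 against 0.05. The median ratio was 0.40 against peaks of the same GC content and 0.41 without matching, which argues against GC content bias. At 2 h of depletion the shares were 5.81%, 6.68% and 7.32% in replicates 1, 2 and 3, and at 24 h 5.82%, 6.66% and 7.33%, so the raised share occurred in both arms and its level did not follow the replicate number. A higher copy number of chromosome 8 in some of the cells or cultures may be the cause. Of the NANOG-FKBP peaks lost at 2 h, 5.89% lie on chromosome 8, which holds 5.90% of the peaks tested, so the losses were not concentrated there. With raised shares in both arms, this comparison has little power to show an effect on single peaks. No biological explanation was tested for either replicate difference.

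In the NANOG-FKBP line, 17.56% of the counts of treated replicate 2 at 2 h, 13.18% at 6 h and 16.99% at 24 h fall on the mitochondrial genome, against 3.65% and 3.83% in the untreated libraries and 2.67% to 4.53% in the other treated ones. These libraries also have the lowest totals of their times, 1817191, 3272168 and 2767190 counts. If they gave rise to the peaks lost at 2 h, leaving replicate 2 out was to lower the count by more than 1.5 times. Without it 1300 peaks were lost, against 1561 with it, which argues against this. The count falls further without replicate 1, to 464, and without replicate 3, to 1005. The share is high in replicate 2 at each time of depletion and not in the other treated replicates. No biological explanation was tested.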

How the results depend on the processing

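With DESeq2's size factors in edgeR (51 results), loess offsets (36), chromosome copy number offsets (35), no low-count filter (32), GC offsets alone (32) and a log2 fold change of at least 1 for DARs (3), each result stayed within the replicate SD or within 1.5 times its count. The split of the calls at 24 h in OCT4-FKBP cells nevertheless changed sides with DESeq2's size factors in edgeR, to 19374 lost and 21014 gained (48.0% losses against 53.9%), and the median log2 fold change of all peaks moved from -0.01 to 0.06. With loess offsets 51.0% of these calls were losses. Over all settings 381 values kept their direction and their side of these limits, 66 were lower counts or no longer past the threshold, 49 were higher counts or newly past it, 16 moved beyond the replicate SD and 1 reversed. GC offsets alone, chromosome offsets and total counts outside mitochondrial peaks were chosen after seeing the data.

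DESeq2's Wald test gave lower counts. In the SOX2-FKBP time course it called 1466, 4265, 6728 and 9323 peaks lost at 0.5, 1, 2 and 6 h (against 5041, 8754, 11680 and 14892) and 11, 225, 409, 929 and 5139 gained at 0.5, 1, 2, 6 and 24 h (against 254, 1427, 2339, 4271 and 14716). In the test of 3 lines, gains at 2, 6 and 24 h were 369, 880 and 4914 in SOX2-FKBP cells (against 955, 1964 and 8100, the first of which was 563 without treated NANOG-FKBP replicate 3) and 13, 23 and 231 in NANOG-FKBP cells (against 27, 61 and 479), and 2085 at 2 h in OCT4-FKBP cells (against 3194). At 24 h in OCT4-FKBP cells 47.6% of its calls were losses, against 53.9%. A simulation bears on this difference and is given among the other observations.

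Requiring at least 10 counts in every library left 98187 peaks in the time course and 33328 in the 3 lines, so fewer could be called. The time course then had 2980, 5464 and 7512 peaks lost at 0.5, 1 and 2 h and 148 and 2702 gained at 0.5 and 6 h. Lost and gained at 2, 6 and 24 h were 2316 and 146, 3391 and 206, and 5781 and 1464 in SOX2-FKBP cells, 2474 and 615, 3855 and 1239, and 9167 and 6872 in OCT4-FKBP cells, and 86 and 0, 179 and 10, and 668 and 77 in NANOG-FKBP cells. Beside the 0, the count at an unadjusted p under 0.05 in either direction was 1975. There were 1211 common, 1105 SOX2 and 1263 OCT4 DARs, and 733 peaks differed between lines. This filter also removes peaks that fell to few counts.

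A block for the replicate number gave 8073 peaks lost at 0.5 h in the time course and 1120, 3855, 5641 and 8459 gained at 0.5, 1, 2 and 6 h. At 1 h 75.3% of the calls were then losses, against 86.0%, and at 2 h 72.7% against 83.3%. In the 3 lines, gains were 4183, 6199 and 17338 at 2, 6 and 24 h in SOX2-FKBP cells and 8607 and 14649 at 2 and 6 h in OCT4-FKBP cells. There were 6458 common DARs, and 7313 peaks differed between lines. In NANOG-FKBP cells, where same-numbered NT and treated libraries did not deviate together, lost and gained were 3301 and 544, 3778 and 678, and 6097 and 1949. With GC offsets and the replicate block, the time course had 7636 peaks lost at 0.5 h and 966, 3388, 5351 and 8233 gained at 0.5, 1, 2 and 6 h. Gains were 3292, 5945 and 15572 in SOX2-FKBP cells and 7600 and 12602 in OCT4-FKBP cells. NANOG-FKBP cells had 3020 and 573, 3835 and 737, and 6208 and 2016, and 7710 peaks differed between lines. No other count moved by over 1.5 times with the block. Over all times, 5 of 105 tests of named peaks in the time course, 1 of 15 in OCT4-FKBP cells and 1 of 15 in NANOG-FKBP cells newly passed the threshold with the block alone, 0 of 15 did in SOX2-FKBP cells in the 3-line test, and no call of a named peak was lost. None of these changes was at 2 h.

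With only the compared groups in the fit, gains in the time course were 925 at 0.5 h and 3826 at 2 h. SOX2-FKBP cells had 14682 and 19090 peaks lost at 2 and 6 h, and 4195, 6063 and 16581 gained at 2, 6 and 24 h. OCT4-FKBP cells had 7520, 11411 and 18516 lost and 2460, 4838 and 11335 gained at 2, 6 and 24 h. Both losses and gains were then fewer in OCT4-FKBP than in SOX2-FKBP cells at each time (25138 lost at 24 h in the latter), the reverse of the order of gains, and of losses at 6 and 24 h, under each other setting. NANOG-FKBP cells had 1034 lost at 2 h, and 5, 28 and 266 gained at 2, 6 and 24 h. There were 9417 SOX2 DARs and 2255 OCT4 DARs. The spread is then estimated from fewer libraries, and for each line alone, while the fit of 27 libraries shares one estimate per peak between lines. Replicates differed less in SOX2-FKBP cells, with a chi-square per degree of freedom of 1.242 to 1.937 at NT, 2, 6 and 24 h. In OCT4-FKBP cells it was 3.266 to 5.726. This measure also grows with depth. The cause of each change was not tested.

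With total counts in place of TMM, gains were 3848 at 2 h in the time course, 619 at 2 h in SOX2-FKBP cells, 2053 at 2 h in OCT4-FKBP cells, and 30 and 255 at 6 and 24 h in NANOG-FKBP cells. Losses made up 72.6% of the calls at 2 h in the time course and 65.6% at 24 h in OCT4-FKBP cells, against 83.3% and 53.9%, and the median of all peaks in the latter moved from -0.01 to -0.14. The median log2 fold change of peaks lost at 2 h was -1.27 against -1.35. The share left at 2 h was 41.04% against 38.8% for peaks lost at 2 h and 59.997% against 56.7% for peaks lost at 24 h, and at 6 h it was 51.4% against 49.6% for the latter. Of gained peaks 10.2% had a T50 over 6 h, against 15.0%. Total counts outside mitochondrial peaks gave 385 gains at 0.5 h and 3795 at 2 h in the time course, with 73.1% losses at 2 h, and 63.6% losses at 24 h in OCT4-FKBP cells. The cause was not tested.

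T50 values depend on the fit. With 2-parameter fits of all selected peaks the median T50 of lost peaks was 0.541 h against 0.418 h, 48.1% were under 0.5 h against 57.7%, and 35.4% of 10287 gained peaks were over 6 h against 15.0% of 3499. Linear interpolation gave 0.598 h, 46.2% and 52.6% of 10287. Both use all selected peaks and not those with a preferred model. Across the 2 fits that each left out one replicate, the median was from 0.418 to 0.549 h, the share of lost peaks under 0.5 h from 45.1% to 58.4% and the share of gained peaks over 6 h from 22.9% (without replicate 2) to 25.2% (without replicate 1). Without replicate 1, less than 50% of the lost peaks were under 0.5 h. The 0.5 h libraries are the first sampled. Of 659 simulated peaks with a true T50 under 0.5 h and a preferred model, 99.7% were fitted under 0.5 h. The simulated T50 took a few fixed values, none of them close to 0.5 h, with one fixed slope. This share therefore does not show how peaks near 0.5 h are placed.

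In the 200 bp around peak summits the odds ratio of the POU octamer in SOX2 DARs reversed to 0.880 from 1.03. The KLF odds ratio in SOX2 DARs was 1.09 and no longer past the threshold, and the ZIC odds ratio in OCT4 DARs was 0.886 and newly past it, against 0.990. The cause was not tested.

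Across the 3 fits that each left out one treated NANOG-FKBP replicate, from 464 to 1300 peaks were lost at 2 h, from 724 to 1510 at 6 h and from 2033 to 3521 at 24 h, and from 32 to 45 were gained at 6 h and from 230 to 474 at 24 h. Replicates 1 and 2 only, the same libraries as without replicate 3, gave 1005 lost at 2 h, 2033 lost at 24 h and 230 gained at 24 h. The lowest counts were without replicate 1 for losses at 2 and 6 h (464 and 724), without replicate 2 for gains at 6 h (32), and without replicate 3 at 24 h (2033 and 230). These libraries also enter the model for the other lines, where the SOX2-FKBP gains at 2 h were 680, 1002 and 563 without treated NANOG-FKBP replicates 1, 2 and 3, against 955. No other lost or gained count of SOX2-FKBP or OCT4-FKBP cells moved by over 1.5 times in these 3 fits. Across the 5 fits that each left out one NANOG-FKBP library, the median 2 h log2 fold change at SOX2 DARs was from -0.37 (without NT replicate 2) to -0.19 (without NT replicate 1). The 4 fits without one SOX2-FKBP library kept the direction of the 2 h change of each named time-course peak other than those of Fig 3A, which were not refitted this way, with 17 values moved beyond the replicate SD, and gave no calls. No comparison has at least 3 libraries in both groups, so other splits of the samples were not counted. The OCT4-FKBP libraries of 24 h and replicate 2 of the treated NANOG-FKBP libraries are the shallowest of their lines, which limits the calls there.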

Differences from the paper's values

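At 2 h in the SOX2-FKBP time course 11680 peaks were lost, against the paper's 6365 (Fig 1E). Of the alternatives set before the data were examined, DESeq2's Wald test (6728) and at least 10 counts in every library (7512) came within 1.5 times, and the others did not. The paper's methods name DESeq2 with this design.

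For the other times of Fig 3B the paper's values were read by eye. Lost peaks numbered 5041 at 0.5 h against the paper's about 1400 in Fig 3B, 8754 at 1 h against about 4100, 14892 at 6 h against about 8800 and 22650 at 24 h against about 14000. DESeq2's test gave 1466, 4265, 9323 and 15171, all within 1.5 times. The filter of at least 10 counts in every library gave 5464 at 1 h, 9950 at 6 h and 15777 at 24 h, within 1.5 times, and at 0.5 h it did not. Gained peaks numbered 254 at 0.5 h against about 15 in Fig 3B, 1427 at 1 h against about 230, 2339 at 2 h against about 410, 4271 at 6 h against about 920 and 14716 at 24 h against about 5100. Only DESeq2's test came within 1.5 times, at 11, 225, 409, 929 and 5139.

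For gained peaks in Fig EV1B, SOX2-FKBP cells had 955 at 2 h (563 without treated NANOG-FKBP replicate 3) against the paper's about 370, 1964 at 6 h against about 890 and 8100 at 24 h against about 4900. DESeq2's test gave 369, 880 and 4914. Total counts gave 1319 at 6 h and 5854 at 24 h, also within 1.5 times. At 24 h the fits without treated NANOG-FKBP replicate 1 (6997) and without replicate 3 (6360) came within 1.5 times too, as did total counts outside mitochondrial peaks (7099) and chromosome offsets (7242), both chosen after seeing the values. OCT4-FKBP cells had 3194 at 2 h against about 2100 in Fig EV1B, with 2085 by DESeq2's test, 2053 with total counts and 2460 with only the compared groups in the fit. Total counts outside mitochondrial peaks (2359), chromosome offsets (2646) and GC offsets alone (2728), all chosen after seeing the values, were also within 1.5 times. NANOG-FKBP cells had 27 at 2 h against about 13 in Fig EV1B, 61 at 6 h against about 24 and 479 at 24 h against about 230. DESeq2's test gave 13, 23 and 231. At 6 h, total counts gave 30, the compared groups alone 28 and the fit without treated replicate 2 gave 32. At 24 h, total counts gave 255, the compared groups alone 266, replicates 1 and 2 only (the same libraries as without replicate 3) 230 and the fit without replicate 1 gave 291. The other alternatives set before the data were examined did not come within 1.5 times of these values.

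For T50, 30898 peaks were selected against the paper's 15906, and 19244 had a preferred log-logistic model against the paper's 9692. None of the alternatives set before the data were examined closed either gap. DESeq2's likelihood ratio test, which the paper's methods name for the selection, was not run.

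The paper states that few peaks gain accessibility up to 6 h. With the test used here gains were above the paper's limit at 1, 2 and 6 h (1427, 2339 and 4271), and with DESeq2's test below it at each of these times (225, 409 and 929). The paper places most T50 values of gained peaks after 6 h. Here 15.0% were (25.2% without replicate 1 and 22.9% without replicate 2), and of the fits run only linear interpolation gave a majority, 52.6%. The paper places most T50 values of lost peaks before 0.5 h. Here 57.7% were, but 45.1% without replicate 1, 48.1% with 2-parameter fits and 46.2% by interpolation.

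The paper describes a start of loss at the Ctgf OCR at 2 h, where the log2 fold change at 0.5 h was already -1.06 (adjusted p = 0.000266 from edgeR's quasi-likelihood test). It describes sites without residual accessibility at 0.5 h, where 1 peak lost at 2 h had at most 10% of its NT level left in both replicates. It states that NANOG depletion leaves the common, SOX2 and OCT4 DARs unaffected, where 297, 313 and 227 of them were lost at 2 h (220, 224 and 168 by DESeq2's test, and 92, 104 and 62 without treated replicate 1). The paper places a lost region at the start of the Suv39h1 antisense transcript. The peak at the annotated start changed by -0.27 at 2 h (adjusted p = 0.698 from the same test), while the peak drawn within the transcript was lost. For its prediction of expression the paper takes starts from nascent transcription, which was not analysed here. Its start may therefore differ from the annotated one, and this need not be a difference in result.

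The sequence drawn for the Klf2 motif in Fig 6B lies 845 bp from the position printed there, inside the same peak. The peaks nearest to the coordinates printed in Fig 2A (OCT4 panel) and in 2 of the 3 panels of Fig 3A are not the peaks drawn. The drawn peaks were picked by position after the values were seen.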

Other observations

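The comparison of false calls with 12000 changed peaks was chosen only after the result was seen.

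Gains at 2 h in SOX2-FKBP and OCT4-FKBP cells fell on 152 peaks in both lines, 8.29 times the 18.3 expected if gains in the lines were independent. These lines share no libraries, but they were tested in one model with one estimate of the spread per peak. The expected number takes all peaks as equally easy to call, so part of the ratio may come from depth and spread. An effect of dTAG-13 itself was taken to need a ratio above 1.5, which was met. It would also raise these peaks in NANOG-FKBP cells, which had the same treatment. There the median log2 fold change was 0.17, with 0.29, -0.03 and 0.0008 in the 3 treated libraries (SD 0.176), against 1.07 in SOX2-FKBP and 1.23 in OCT4-FKBP cells. This argues against the treatment as the whole cause. That the gains follow from the loss of either factor stays open as a hypothesis and was not tested.

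The number of peaks gained at 2 h in the SOX2-FKBP time course may follow GC content bias between libraries, in which case GC offsets were to lower it by more than 1.5 times. With GC offsets and the replicate block it was 5351, against 5641 with the block alone, which argues against this.

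At 2 h in the time course edgeR called more peaks than DESeq2, and the excess is 49.09% of edgeR's calls. A candidate explanation is more false calls by edgeR. On simulated counts with 200 changed peaks, 9 of its 125 calls (7.2%) were unchanged peaks, above the 5% set as the mark, and 5 of 88 (5.68%) in the design of 3 lines, so that part of the excess is consistent with false calls. These shares rest on few calls. With 12000 changed peaks 4.92% of edgeR's calls were unchanged peaks, far under 49.09%. This argues against false calls as the whole cause, as far as the simulated counts resemble the libraries. In that simulation edgeR recovered 53.0% of the changed peaks and DESeq2 34.6%. The share of false calls in the libraries themselves was not measured.

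Peaks lost at 2 h of NANOG depletion overlapped those of the other lines. Of them 610 were also lost in SOX2-FKBP cells (79.0 expected if independent) and 524 in OCT4-FKBP cells (79.5 expected), and 297 in all 3 lines (4.03 expected). These expected numbers also take all peaks as equally easy to call. Without treated replicate 1, NANOG-FKBP cells lost 92 of the common DARs in place of 297. The paper does not report these overlaps. Gained peaks at 24 h lay within 500 bp of an annotated start in 26.7% of cases in the SOX2-FKBP time course and 42.3% in OCT4-FKBP cells, against 11.6% and 11.3% of the peaks tested. CTCF sites were less frequent in SOX2 DARs (odds ratio 0.341, 95% confidence interval 0.309 to 0.376) and OCT4 DARs (odds ratio 0.325, interval 0.295 to 0.359) than in other peaks, with GC content and width in the model.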
